# IL-9 and Blimp-1 protects the transcriptional identity of group 2 innate lymphocytes in allergic asthma

**DOI:** 10.21203/rs.3.rs-6365283/v1

**Published:** 2025-04-11

**Authors:** Yibo Zheng, Jinyi Zhang, Aaron Yang, Kun He, Arianna Creech, Daniella M. Schwartz, Rachel A. Gottschalk, Nicolas Bouladoux, Yasmine Belkaid, Amanda C. Poholek

## Abstract

Allergic asthma is driven by type 2 immune cells including type 2 innate lymphoid cells (ILC2s). ILC2s respond to the tissue alarmins IL-33 and IL-25, however these signals do not uniquely promote type 2 inflammation, and the factors that maintain ILC2s ability to produce type 2 cytokines are not known. Here, we show that allergen-driven tissue alarmins IL-33 and IL-25 rapidly induce IL-9, which directly upregulates the transcriptional repressor Blimp-1 through an autocrine/paracrine mechanism. Blimp-1 promotes type 2 responses by directly repressing type 1 inflammation including the cytokines IFNγ and TNF. Deletion of Blimp-1 in ILC2s increases type 1 cytokines and concomitantly reduces type 2 cytokines, ameliorating mucus production and airway inflammation in response to allergens. Thus, Blimp-1 maintains the type 2 transcriptional identity of ILC2s in response to inflammation, driving type 2 immunity and allergic asthma.

Allergic asthma is a chronic inflammatory disease of the lungs that affects millions of adults and children worldwide^1^. It is characterized by bronchoconstriction, mucus plugging of the airways, smooth muscle remodeling, reversible airflow obstruction, and easily triggered bronchospasms^2^. Type 2 cytokines such as IL-5, IL-9 and IL-13 play critical roles in promoting the inflammatory response that underlies the pathophysiologic consequences of allergic disease. Both Th2 cells and group 2 innate lymphoid cells (ILC2s) produce type 2 cytokines and have been implicated as drivers in the pathogenesis of asthma. ILC2s respond to tissue damage signals locally in the lung tissue, and through the secretion of type 2 cytokines enhance Th2 responses and amplify their effects on lung tissue^2-5^. However, tissue alarmins do not uniquely promote type 2 inflammatory responses, and inflammatory states associated with type 1 responses can shift ILC2s towards an ILC1 state^6-8^.

B lymphocyte–induced maturation protein-1 (Blimp-1) is a transcriptional repressor with wide ranging roles in immune cells. Initially identified as the master regulator of plasma cells^9^, Blimp-1 also plays significant roles in shaping CD8 T cell effector, exhaustion and memory responses, as well as CD4 T cells and NK cells, where it helps regulate effector differentiation and function^10,11^. We recently reported an unexpected role for Blimp-1 in the context of inhaled allergens where Blimp-1 was required for the development of Th2 cells that migrate to the lung and cause allergic asthma^12,13^. Given the shared features between Th2 cells and ILC2s in the context of allergic asthma, we hypothesized that Blimp-1 may also play a role within the ILC2s in response to allergens. While Blimp-1 expression in a subset of IL-10 producing ILC2s has been reported^14^, the specific role of Blimp-1 in ILC2s has not been thoroughly investigated.

In this study, we identify a role for Blimp-1 in ILC2s to promote allergic asthma by maintaining their type 2 inflammatory identity during tissue inflammation. Tissue damage signals IL-33 and IL-25 promote expression of IL-9 which is necessary and sufficient to induce Blimp-1. ILC2 cells deficient in Blimp-1 exhibited an increase in TNF, IFNγ and other type 1 inflammatory cytokines and chemokines leading to a decrease in type 2 inflammation and pathophysiologic features of allergic asthma. Our study suggests that in response to tissue inflammation, ILC2s require transcriptional repression of alternate fates to limit plasticity. Finally, this study adds ILC2s to the cell types in which the transcriptional repressor Blimp-1 plays important roles in effector differentiation, illuminating a pathway that offers potential therapeutic targets for asthma treatment.

## Results:

### Blimp-1 is expressed in ILC2s during lung inflammation.

We previously showed Blimp-1 is required for development of Th2 cells in response to inhaled allergens in a murine model of house dust mite induced allergic asthma^12,13^. Given the importance of ILC2s in allergic lung inflammation, we considered that Blimp-1 may also play a role in ILC2 biology driving lung disease. Using Blimp-1 YFP reporter animals, we measured the expression of Blimp-1 in ILC2s using a papain driven model of allergic asthma (Extended Data Fig.1a). Papain is a cystine protease that robustly activates ILC2s and is considered a non-T cell driven model of allergic asthma^15-17^. Three days of consecutive intranasal (i.n.) papain administration resulted in lung inflammation, mucus in the airways, and inflammatory cellular infiltrate measured by eosinophil and dendritic cell recruitment (Fig. 1a, Extended Data Fig.1b-f) as expected. Blimp-1 was robustly and significantly expressed after papain treatment as measured by YFP expression in ST2^+^ KLRG1^+^ GATA3^+^ ILC2 cells. (Fig. 1b-c, Extended Data Fig.1g). Papain activated ILC2s leading to increased type 2 cytokine expression and Blimp-1+ ILC2s expressed both IL-5 and IL-13 (Fig. 1d-g). Though not all Blimp-1+ ILC2s expressed cytokines, Blimp-1+ cells produced significantly more IL-5 and IL-13 than Blimp-1 negative cells (Fig. 1h), suggesting Blimp-1 may be expressed in the most differentiated effector ILC2s, in line with Blimp-1’s function in T and B cell lineages^18^.

IL-33 and IL-25 are alarmins produced in response to tissue damage that potently activate ILC2s and i.n. administration promotes lung inflammation^19^. To determine if IL-33 and IL-25 could induce Blimp-1 in ILC2s in vivo, we administered recombinant IL-33 and IL-25 i.n. for three days similar to the papain model. Indeed, i.n. IL-33 and IL-25 robustly induced Blimp-1 in ILC2s (Fig. 1i-j). ILC2s are also critical for worm clearance^20,21^. To test if Blimp-1 is expressed in ILC2s responding to worm infection, we used *Nippostrongylus brasilensis* as a model that includes infection of both the lung and gastrointestinal tract^22^. Similar to i.n. papain and IL-33+IL-25 activation of ILC2s, Blimp-1 was expressed in lung ILC2s five days after infection (Fig. 1k-l). These data suggested that Blimp-1 is expressed in effector ILC2s in response to allergens, tissue alarmins, and worm infection, suggesting Blimp-1 may play a previously unappreciated role in ILC2 biology.

### Blimp-1 is expressed in ILC2s across barrier and mucosal tissues.

House dust mite (HDM) is a common allergen that we previously showed induced expression of Blimp-1 in Th2 cells^23^. Using a chronic inhaled HDM model that drives robust Th2-driven lung inflammation (Extended Data Fig.2a-b), we found HDM also significantly induced Blimp-1 in ILC2s (Fig. 2a-b). Surprisingly, HDM induced Blimp-1 to even a larger extent than papain stimulation, as nearly 65% of ILC2s in the lung expressed Blimp-1 after two rounds of HDM rechallenge (Extended Data Fig.2c). Similar to papain, Blimp-1+ ILC2s expressed more IL-5 and IL-13 than Blimp-1 negative ILC2s, though not all Blimp-1+ cells expressed cytokines (Extended Data Fig.2d-f). We wondered if this increase was related to the cumulative effect of chronic administration of HDM despite the fact that ILC2s are rapidly activated and secrete cytokines in response to alarmins. Indeed, less Blimp-1 was expressed after three doses of HDM (day 4) compared to three doses of papain (Fig. 2c-d). Rechallenges at day 18 and 23 further increased Blimp-1 expression both in percentage and number, while the total number of ILC2s only moderately increased (Fig. 2e-g). These data suggested either cumulative signals promoted additional Blimp-1 expression within the tissue residing ILC2 pool or the recruitment of new Blimp-1+ ILC2s into the lung.

Inflammatory ILC2s (iILC2s; CD90.2^lo^ KLRG1^hi^) are a recently described population of ILC2s recruited to the lung from the gastrointestinal (GI) tract in response to inflammatory signals and are distinct from natural ILC2 cells (nILC2s; CD90.2^hi^ KLRG1^lo^) that reside in the lung^24,25^. ILC2s are limited in naïve tissues but rapidly appear at several sites in response to administration of alarmins such as IL-25 or *Nippostrongylus brasilensis* infection^26 27^. We wondered if Blimp-1 expression in ILC2s was specific to either the iILC2s or nILC2s in the lung and may account for the different expression profiles between HDM and papain allergic asthma models. iILC2s were readily found in the lung after IL-25 administration (Fig. 2h). Blimp-1 was upregulated in both iILC2s and nILC2s, however iILC2s expressed slightly more Blimp-1 than nILC2s (Fig. 2i-k).

ILC2s are also recruited from the bone marrow and can be blocked with FTY720, an agonist of S1P1^28,29^. Blocking ILC2 recruitment with FTY720 reduced the total number of ILC2s in the lung, while precursors were increased in the bone marrow after IL-33 treatment (Extended Data Fig.2g-i). Interestingly, blocking recruitment of ILC2s did not affect the percentage of Blimp-1 positive cells in the lung, despite their reduced number (Extended Data Fig.2j-l). Taken together, these data suggest that Blimp-1 expression is increased in ILC2s locally proliferating in the lung tissue, as well as in those ILC2s that are recruited into the lung from other sites such as the GI tract and the bone marrow, likely accounting for cumulative increases in Blimp-1+ ILC2s over time in response to HDM.

We next confirmed if Blimp-1 expression occurred in ILC2s in other tissue sites. To activate ILC2 cells in the small intestinal lamina propria (siLP), we treated animals i.p. with IL-33 and IL-25. After 3 days of stimulation, ILC2s were found in the mesenteric lymph nodes that expressed Blimp-1 (Fig. 2l-m, Extended Data Fig.2m). Skin, as a barrier organ, also contains ILC2^30-32^. Subcutaneous injection of IL-33 and IL-25 expanded the ILC2 population in the draining lymph nodes, which also drove expression of Blimp-1 (Extended Data Fig.2n-o). These data suggest Blimp-1 upregulation in ILC2s is a global feature across barrier and mucosal tissues sites in response to inflammatory tissue alarmins.

### IL-33 and IL-25 indirectly drives Blimp-1 expression in activated ILC2s.

We next sought to understand what factors specifically support the upregulation of Blimp-1 in ILC2s. As IL-33 and IL-25 in vivo drove Blimp-1 in ILC2s, we reasoned that stimulation of ILC2s in vitro with these alarmins may also lead to Blimp-1 upregulation. Sorted lung ILC2 from naive Blimp-1 YFP animals were stimulated in vitro for three days with IL-33 or IL-25 in addition to IL-2 to support ILC2 survival. IL-2 alone increased limited amounts of Blimp-1, however IL-33 or IL-25 potently induced Blimp-1 in nearly all ILC2s (Fig. 3a-b). ILC2s sorted from the dermis and siLP stimulated in vitro with IL-33 also readily expressed Blimp-1 (Extended Data Fig.3a-d). Remarkably, and in contrast to the expression kinetics in vivo in response to HDM, time course analysis demonstrated IL-33 could induce Blimp-1 as early as 8 hours, and more than 50% of ILC2s were Blimp-1+ by 24 hours (Fig. 3c-d). TSLP and NMU are also known activators of ILC2s, however neither one induced Blimp-1 above IL-2 alone (Extended Data Fig.3e-f).

In T cells, Blimp-1 is driven by cytokine-Jak/STAT pathways such as IL-12/STAT4 in Th1 cells, and IL-10/STAT3 in Th2 cells^33,34^. To test if Blimp-1 is also driven by STAT pathways in ILC2 cells, sorted lung ILC2 from naive Blimp-1 YFP animals were stimulated in vitro with IL-33 for 24 hrs with or without a JAK inhibitor. Inhibition of STAT pathways via the JAK inhibitor completely ablated Blimp-1 expression (Fig. 3e-f) suggesting the Jak/STAT pathways are critical for Blimp-1 upregulation. IL-33 and IL-25 have been reported to activate STATs, however we were unable to detect canonical phospho-STAT3 or STAT5 activation downstream of these alarmins in ILC2s (Extended Data Fig.3g-i).

Given the time course of Blimp-1 upregulation, we hypothesized that Blimp-1 may be indirectly regulated by IL-33 and IL-25 by another factor rapidly upregulated in activated ILC2s. To test this, we mixed IL-33 receptor (ST2) deficient ILC2s 1:1 with ST2 intact cells and stimulated them with IL-33. ST2-deficient ILC2s cultured alone were unable to induce Blimp-1 and also failed to become activated, while ST2-intact cells robustly expressed Blimp-1 as expected (Fig. 3g). Remarkably, ST2-deficient ILC2s cultured together with ST2-intact cells produced a significant amount of Blimp-1, though less than ST-intact cells (Fig. 3g-h). To address whether this indirect Blimp-1 upregulation is by direct cell-cell interaction or by secreted factors, we repeated the co-culture experiment using transwells to limit direct contact between ILC2 populations. In the absence of cell-cell interaction, ST2-deficient ILC2s still produced significant amounts of Blimp-1 (Fig. 3i-j). These data suggest IL-33 and IL-25 indirectly drive Blimp-1 expression in ILC2s, likely through upregulation of a secreted factor that can activate STAT family members.

### IL-9 is necessary and sufficient to induce Blimp-1 in ILC2 cells

To determine candidate secreted factors from ILC2s capable of promoting Blimp-1, we performed bulk RNAseq comparing unstimulated ILC2s ex vivo from lung with ILC2s stimulated with IL-33 for 24 hrs. 

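The stimulation experiment comprised 8 libraries of sorted lung ILC2s, 4 unstimulated and 4 stimulated with the alarmin IL-33 at 20 ng/mL for 24 h. The Methods describe culture with or without IL-33, while the Results call the unstimulated cells ex vivo and the legend of Fig. 4 calls them naïve. The sample labels give no culture time for them. If they were not cultured, the differences given here as after IL-33 also include those from 24 h of culture. The authors amplified cDNA with the SMART-seq v4 kit, aligned paired-end reads of 75 bases to GRCm38 with HISAT2 and counted them per gene with Subread. They deposited the raw counts and the TPM of 53278 genes, of which 28268 had a count in at least 1 of the 8 libraries. The counts per library ranged from 21939818 to 32791051 in unstimulated ILC2s (median 28979651) and from 10470125 to 32849428 in IL-33 stimulated ILC2s (median 31436166.5). At these depths 3 counts, the most that a count of 0 allows, correspond to 0.0859 to 0.127 normalized counts scaled to 1e+06 per library (CPM) in the unstimulated libraries and to 0.0972 to 0.106 in IL-33 stimulated replicates 1, 2 and 4. In IL-33 stimulated replicate 3, the library with the fewest counts, they correspond to 0.296 CPM. The reads carry no molecular identifiers, so these limits cover counting error only. Counts were normalized by edgeR's TMM method, 15466 genes passed its filter on low counts, and the groups were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. Across genes, the SD of the log2 ratio between IL-33 stimulated replicate 3 and the other stimulated libraries averaged 0.649, while that between pairs of the other stimulated libraries averaged 0.241.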

Genes for secreted proteins significantly upregulated within 24hrs were selected and compared to the expression of their cognate receptors on unstimulated ILC2s (Fig. 4a-b). 

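After 24 h of IL-33, 2508 genes were higher and 2484 were lower than in unstimulated ILC2s (adjusted p below 0.05, n = 4 per group). Without IL-33 stimulated replicate 3 these counts were 4328 and 4666, and without unstimulated replicate 3 they were 1852 and 1820. Higher genes made up 50.2% of those past the threshold, against 18.1% when limma was applied to log2(TPM + 1), the alternative that moved this share most, and 32.8% when counts were scaled by library size alone. These scalings placed the median log2 fold change of all genes tested at -0.25 and -0.10, in place of 0.06. All 19 secreted factors drawn in Fig. 4a were higher, with adjusted p of at most 0.00307, and 19 were higher when adjusted over the list alone. The study chose this list on these libraries, so the count over the list is not independent evidence. Il9, Il31, Il3 and Ido1 had no more than 3 counts in any unstimulated library, and the log2 fold changes of the other factors ran from 3.36 for Areg to 9.02 for Il24. Il13 rose from 143 ± 65.8 CPM (SD, n = 4) to 14698 ± 3935 CPM (SD, n = 4). Of the 18 receptors drawn in Fig. 4b, 15 had enough counts to be tested, and Il20ra, Il31ra and Il5ra did not. Egfr and Il13ra2 were higher after IL-33, and Il9r, Il3ra, Il6st, Cxcr5 and Cxcr3 were lower. Adjusted over the list alone, 3 were higher and 5 lower. Without IL-33 stimulated replicate 3, 4 receptors were higher and 7 lower, and without replicate 4 of that group 1 was higher. In unstimulated ILC2s the receptors with the most TPM were Tnfrsf25 at 109.5 ± 13.7, Il9r at 74.2 ± 13.0, Il6st at 35.6 ± 2.51, Il3ra at 34.9 ± 2.79 and Csf2rb at 29.2 ± 8.75 (SD, n = 4). From the comparison of secreted factors with their receptors on unstimulated cells, the paper selects its candidates for promoting Blimp-1.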

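Il9 (ENSMUSG00000021538.3) lies on chromosome 13 of GRCm38 from 56479277 to 56482246. It had 0.0174 ± 0.0347 CPM in unstimulated ILC2s and 4050 ± 873 CPM in IL-33 stimulated ILC2s (SD, n = 4 each), at least 31773-fold higher when the unstimulated libraries are set at the limit of 3 counts (adjusted p = 1.63e-06). Il24 (ENSMUSG00000026420.16, chromosome 1, 130882074 to 130887454) rose from 0.0678 ± 0.0983 to 37.4 ± 9.58 CPM (SD, n = 4), a log2 fold change of 9.02 (standard error 0.81, adjusted p = 0.000142). Il3 (ENSMUSG00000018914.5, chromosome 11, 54265303 to 54267277) had a count of 0 in every unstimulated library and 2.47 ± 0.843 CPM after IL-33 (SD, n = 4), at least 19.4-fold higher (adjusted p = 0.000459). Each of the 3 cytokine genes kept an adjusted p below 0.05 under every alternative that tested it, 17 for Il9 and Il24 and 16 for Il3. Their receptors differed in abundance on unstimulated cells. Il9r (ENSMUSG00000020279.10, chromosome 11, 32187541 to 32200279) had 106 ± 15.9 CPM (SD, n = 4) and took place 2 of the 18 receptors by TPM. Il3ra (ENSMUSG00000068758.8, chromosome 14, 14346275 to 14356011) took place 4 with 29.95 ± 2.93 CPM (SD, n = 4). Its partner Csf2rb, which shares 7.15% of its 75-base stretches with other genes, mostly Csf2rb2, took place 5. For the IL-24 receptor, Il20rb (ENSMUSG00000044244.18, chromosome 9, 100457719 to 100486788) took place 12 with 1.40 ± 0.352 TPM and Il20ra place 16 with 0.245 ± 0.0991 TPM (SD, n = 4). After IL-33, Il9r had a log2 fold change of -1.10 (standard error 0.21, adjusted p = 0.00483) and Il3ra of -0.80 (standard error 0.18, adjusted p = 0.0107). The log2 fold change of Il20rb was 0.42 (standard error 0.24, adjusted p = 0.202), a change not told apart from the spread between replicates. Prdm1, which encodes Blimp-1, had 79.9 ± 14.9 CPM in unstimulated and 59.1 ± 19.2 CPM in stimulated ILC2s (SD, n = 4), a log2 fold change of -0.43 (standard error 0.25, adjusted p = 0.213).

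**Figure D1:**
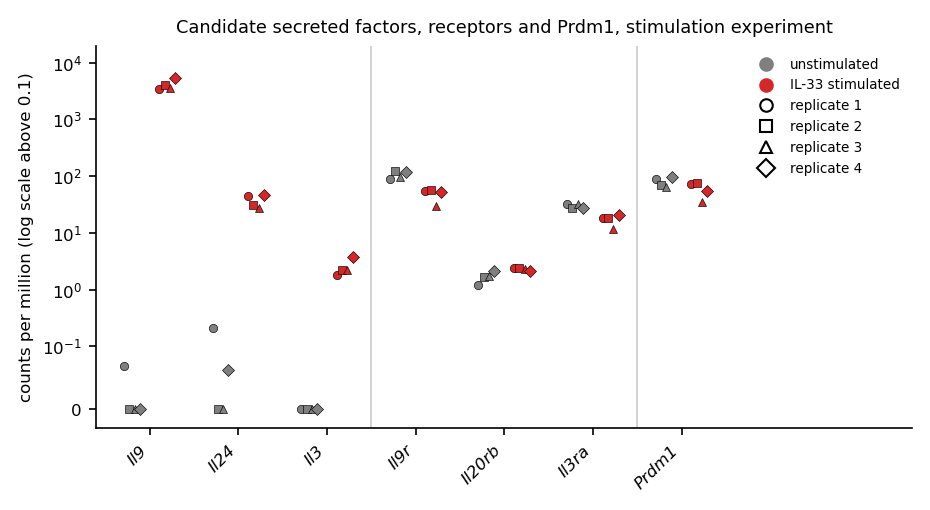
Normalized counts (CPM) for Il9, Il24, Il3, Il9r, Il20rb, Il3ra and Prdm1 in each unstimulated (grey) and IL-33 stimulated (red) library. The axis is logarithmic above 0.1 CPM and linear below it, and the marker shape gives the replicate. Every stimulated library lies above every unstimulated library for Il9, Il24 and Il3.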

Based on these data, we selected three top candidate genes for further testing: the cytokines IL-9, IL-24 and IL-3. ILC2s were sorted from Blimp-1 YFP animals and stimulated for 24 hrs with IL-2 alone or IL-2 plus each candidate cytokine. IL-9 drove significantly more Blimp-1 than IL-2 alone or the other candidates, IL-3 and IL-24 (Fig. 4c-d). IL-9 is known to be robustly expressed by ILC2s^35^, however given the timeline of Blimp-1 expression (Fig. 3c) we wondered how quickly IL-9 was produced by ILC2s in response to IL-33. We found ILC2s robustly produced IL-9 within one hour after IL-33, and by 4 hrs nearly 85% of ILC2s expressed IL-9 (Fig. 4e-f).

To investigate whether IL-9 is necessary for Blimp-1 expression, we performed transwell assays as above with ST2-deficient ILC2s in the lower well, and ST-intact ILC2s in the upper well followed by IL-33 stimulation with or without blocking anti-IL-9. IL-9 blockade completed abrogated Blimp-1 expression in both ST2-intact and ST2-deficient ILC2s, demonstrating that IL-9 was essential for Blimp-1 expression in ILC2 cells (Fig. 4g-h). Next, we administered IL-33+IL-25 i.n. with or without IL-9 blockade. Blimp-1 expression in ILC2s in the lung was completed abolished when IL-9 was blocked (Fig. 4i-j). Finally, to determine if IL-9 was sufficient to induce Blimp-1 in vivo, we administered recombinant IL-9 i.n three times similar to IL-33 or papain and found this was sufficient to drive Blimp-1 in ILC2 (Fig. 4k-l). Collectively these data demonstrate that IL-9 is the primary driver of Blimp-1 in ILC2s in response to activation by alarmins.

### Blimp-1 suppresses Type1 genes in ILC2s.

Given the significant expression of Blimp-1 in ILC2s under several inflammatory conditions, we next aimed to determine the function of Blimp-1 in ILC2s. We crossed Blimp-1 floxed animals to animals that express Cre driven by the IL7Rα gene (Blimp-1^IL7RaCre^), which will delete Blimp-1 in all ILC subsets as well as T cells, B cells, and NK cells^36^. ILC2 numbers in the lung at steady state were similar between Control^IL7RaCre^ and Blimp-1^IL7RaCre^, indicating Blimp-1 was not required for the development of ILC2s (Extended Data Fig.4a). As Blimp-1 was absent in several cellular compartments in these animals, we opted to test the function of Blimp-1 in vitro. Sorted ILC2s from the lungs of Control^IL7RaCre^ and Blimp-1^IL7RaCre^ were activated in vitro for 3 days with IL-33 and IL-25 followed by RNA-seq and ATAC-seq. 

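Expression of Prdm1, the gene deleted in these animals, was examined first in each library. It had 75.2, 92.8 and 74.0 CPM in Control replicates 1, 2 and 3 and 14.6, 11.5 and 11.4 CPM in Blimp-1-deficient replicates 1, 2 and 3. Against Controls 1 and 3, the log2 fold change of Prdm1 was -2.57 (standard error 0.11, adjusted p = 0.000134), and with all 6 libraries it was -2.68 (standard error 0.15, adjusted p = 0.00441). Under 16 alternatives it lay between -2.80 and -0.92 and its adjusted p between 3.92e-97 and 0.641, the highest with limma on log2(TPM + 0.1). Leaving out any 1 of the Blimp-1-deficient libraries took its adjusted p above 0.05. The labels describe 72 h with IL-33 and IL-25, each at 20 ng/mL, and the Methods add IL-2, which the labels do not list. RNA-seq libraries were prepared as in the stimulation experiment, and the ATAC-seq was not analysed here. The deposited tables list 3 Control and 3 Blimp-1-deficient libraries, while Fig. 5c-e draw 2 control columns. Over the 32 genes of these panels, the colours correlated best with the z-scores of log2(TPM + 1) of Control replicates 1 and 3 (r = 0.888 across cells, which are not independent replicates, against 0.386 for 1 and 2 and 0.396 for 2 and 3). With z-scores of TPM without the logarithm, the correlations were r = 0.890, 0.596 and 0.613. The paper gives no reason for leaving out Control replicate 2 and states that no datapoints were excluded. Values are therefore given first for Controls 1 and 3 and then for all 6 libraries. Total counts were 67860879, 13570188 and 76202537 in Control replicates 1, 2 and 3, and 61565005, 60715362 and 76448945 in the Blimp-1-deficient replicates. In Control replicate 2, 76.8% of the counts fell on 7 loci (CT010467.1 with 41.6%, Gm23935 with 12.7%, Gm26917 with 10.3%, and Lars2, Mir6236, Gm15564 and mt-Rnr2), against 0.262% to 0.941% in the other libraries, which left 3150795 counts elsewhere. The limit of 3 counts is 0.731 CPM in this library and 0.0310 to 0.0387 CPM in the others. Of 30196 genes with a count, the filter kept 17968 with Controls 1 and 3 and 17335 with all 6 libraries. Other splits of 3 against 3 libraries number 10 with the real one, so an exact permutation test cannot reach p < 0.05 for a single gene, and the smallest share it allows is 0.1.

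**Figure D2:**
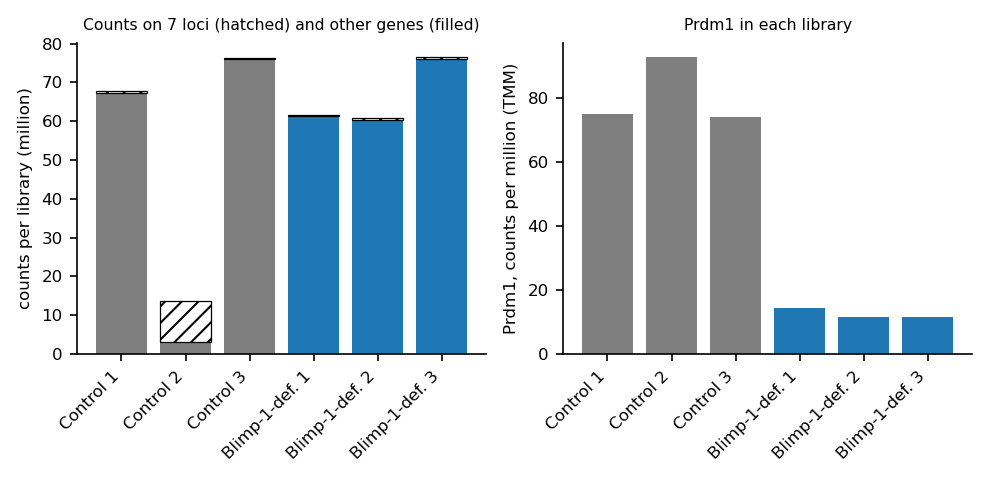
Left, counts per library, with the hatched part on the 7 loci and the filled part on all other genes. Right, Prdm1 in CPM in each library (grey, Control; blue, Blimp-1-deficient). Most counts of Control replicate 2 lie on the 7 loci, and Prdm1 is lower in every Blimp-1-deficient library than in every Control library.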

Differentially expressed genes were defined as log2 fold change >2 and p<0.01. 

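The legend of Fig. 5a gives a log2 fold change above 1 with the same p, so both thresholds were applied, with the p unadjusted. Compared with Controls 1 and 3, 308 genes were higher and 54 lower in Blimp-1-deficient ILC2s at a log2 fold change of 2, and 764 were higher and 152 lower at a log2 fold change of 1. With Control replicate 2 included, 73 were higher and 36 lower at 2, and 250 were higher and 107 lower at 1. Limma on log2(TPM + 1) gave 33 higher and 1 lower at 2 over all 6 libraries, where the 7 loci hold 93.9% of the TPM of Control replicate 2. DESeq2, the tool the paper names, gave 82 higher and 358 lower at 2 with all 6 libraries, and 357 higher and 53 lower without Control replicate 2. Scaling by library size alone gave 235 higher and 116 lower at 2, and moved the median log2 fold change of all genes to 0.45. Without Blimp-1-deficient replicate 1 the count of higher genes at 2 was 45, and without Control replicate 3 the count of lower genes was 63. Where the p was adjusted over all genes and kept below 0.01, 5 genes were higher and 2 lower at a log2 fold change of 2.

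**Figure D3:**
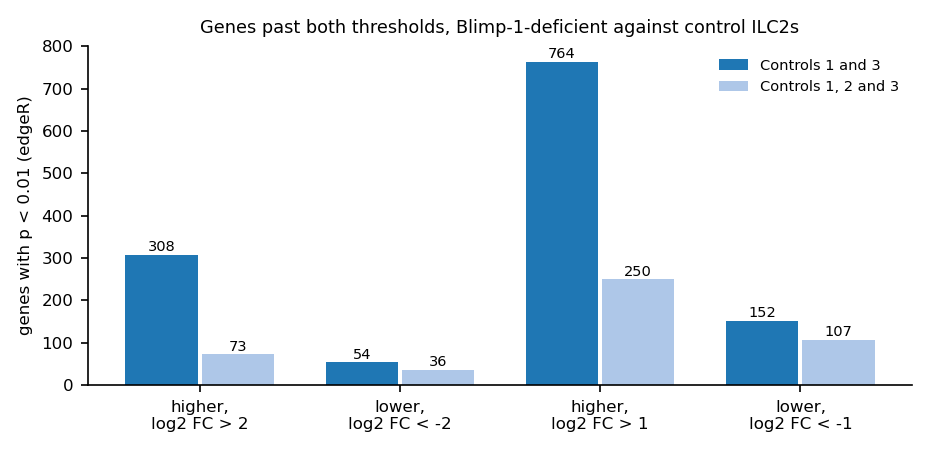
Number of genes with an unadjusted p below 0.01 from edgeR that were higher or lower in Blimp-1-deficient ILC2s, at a log2 fold change of 2 and of 1. Dark bars use Controls 1 and 3 and light bars all 3 Controls. Higher genes outnumber lower genes in each pair, as 308 and 54 or 73 and 36 at a log2 fold change of 2. DESeq2 over all 6 libraries reversed this order at 2 (82 and 358) and at 1 (309 and 449). EdgeR without Control replicate 3 reversed it at 2 (58 and 63). DESeq2 without Control replicate 1 reversed it at 2 (80 and 623) and at 1 (289 and 721). DESeq2 without Control replicate 3 also did, with 70 and 613 at 2 and 270 and 695 at 1.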

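At an adjusted p below 0.05 without a limit on the fold change, 1483 genes were higher and 1027 lower with Controls 1 and 3. Over all 6 libraries 78 were higher and 53 lower, and all 131 were among those found with Controls 1 and 3. Leaving out any other single library gave at most 7 higher genes, and 0 higher and 0 lower without Blimp-1-deficient replicate 1, where 1172 genes had an unadjusted p below 0.05, or replicate 3, where 1173 did. The changes named next are, apart from Prdm1, the largest among genes past this threshold with a mean of at least 5 CPM and with every library of one group above every library of the other, and some genes with fewer counts changed more. The largest rise was that of Gm35028 (ENSMUSG00000111078.1), a lincRNA on chromosome 10 from 44418400 to 44424324 beside Prdm1, at 8.17 with Controls 1 and 3 (standard error 0.44, adjusted p = 0.000246). Gm8276, a processed pseudogene, rose by 4.24 on the log2 scale (standard error 0.19, adjusted p = 0.000134), but by 1.73 (adjusted p = 0.666) with all 6 libraries, since Control replicate 2 had 10.7 CPM. Clec2i, Cd34 and Rtp4 followed with 3.79, 3.59 and 3.31. Rtp4 shares 10.5% of its 75-base stretches with Gm45338, and its adjusted p was 0.0925 with all 6 libraries. Among the genes so limited, the largest fall was that of Ctse (ENSMUSG00000004552.16, chromosome 1, 131638306 to 131675505), from 82.6 ± 14.7 CPM (SD, n = 2) to 4.87 ± 0.265 CPM (SD, n = 3), a log2 fold change of -4.09 (standard error 0.12, adjusted p = 2.79e-05) and of -3.94 with all 6 libraries. The log2 fold changes of Ptges, Maob and Kitl were -2.80, -2.57 and -2.33, and Kitl had an adjusted p of 0.0612 with all 6 libraries. Of the genes named in Fig. 5a, Brinp3 had no more than 3 counts in any Control library and was at least 48.8-fold higher with Controls 1 and 3 and at least 2.41-fold over all 6 libraries, where the low depth of Control replicate 2 sets the limit, and Adgrf2 had too few counts in every library to be tested.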

369 genes were differentially upregulated in Blimp-1-deficient ILC2s, while only 89 genes were downregulated (Fig. 5a, Extended Data Fig.4b). 

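The members of the set in Fig. 5b are not named in the paper's text, so a list of 119 genes for cytokines and chemokines was written by gene family and tested in its place. Of these genes 82 could be tested with Controls 1 and 3, 67 of them had a log2 fold change above 0 and their median was 0.81. The adjusted p of limma's camera test for the list was 3.10e-08 over 11 lists. Over all 6 libraries, 63 of 79 genes were above 0, the median was 0.78 and the adjusted p was 1.86e-11. Without the genes drawn in Fig. 5c, which the study chose on these libraries, camera gave an unadjusted p of 9.33e-05 with Controls 1 and 3 and of 5.46e-07 with all 6. Gene by gene, 27 of the list were higher and 2 lower at an adjusted p below 0.05 with Controls 1 and 3, and 37 were higher when adjusted over the list alone. With Control replicate 2 included, 4 were higher and 0 lower, and 22 were higher when adjusted over the list alone. Of the 9 other splits of the 6 libraries, 7 also gave an unadjusted camera p below 0.05 for the cytokine list. The smallest of these was 5.20e-06, so a camera p below 0.05 separates little here. Camera also takes a preset correlation of 0.01 between genes, so the lists were tested with fry as well. Over the 6 libraries, the rise of the cytokine, interferon-stimulated, ILC3 and epithelial or stromal lists was past an adjusted p of 0.05 under both tests, whereas the cell cycle and myeloid lists were past it under camera alone. With Controls 1 and 3 the same held, except that the cell cycle list was past it under neither test. The median log2 fold change of the myeloid list was -0.06 over the 6 libraries and 0.65 with Controls 1 and 3.

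**Figure D4:**
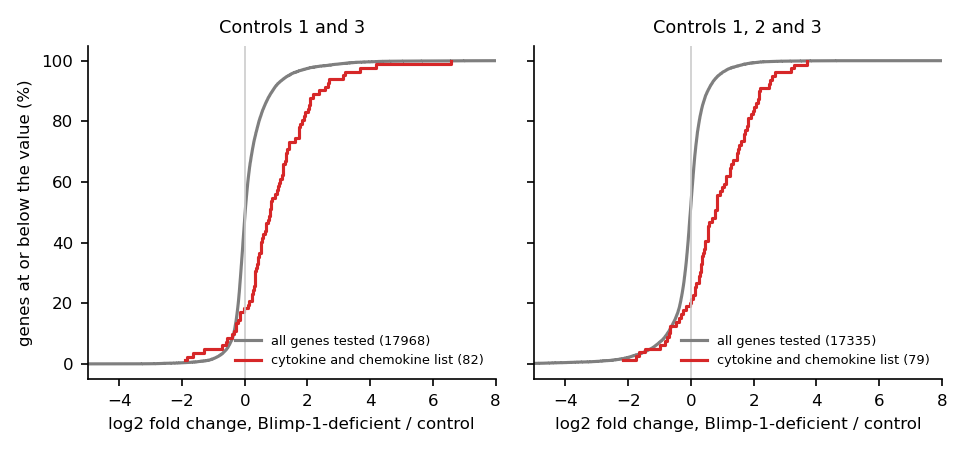
Cumulative share of genes, in percent, at or below each log2 fold change between Blimp-1-deficient and Control ILC2s for all genes tested (grey) and for the cytokine and chemokine list (red). Left, Controls 1 and 3 (17968 and 82 genes); right, all 6 libraries (17335 and 79 genes). The red curve lies to the right of the grey curve over most of its length in both panels.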

Gene set enrichment analysis (GSEA) showed the top pathway enriched in Blimp-1-deficient ILC2s was in cytokines and chemokines (Fig. 5b). Closer inspection revealed several type 1 associated genes were upregulated in Blimp-1-deficient ILC2s, including *Tnf*, *Lif*, *Ifng*, *Cxcl9*, *Cxcl10*, *Lta*, *Ltb*, *Csf1* and *Csf2* (Fig. 5c). 

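With Controls 1 and 3, all 9 of these type 1 genes were higher at an adjusted p below 0.05, and 9 when adjusted over the list alone. With all 6 libraries, Tnf, Lif and Ltb were past this threshold, and 7 were when adjusted over the list alone, which the study chose on these libraries, so that count is not independent evidence. Tnf (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007) rose from 24.6 ± 0.176 CPM (SD, n = 2) to 105 ± 2.59 CPM (SD, n = 3), a log2 fold change of 2.09 (standard error 0.06, adjusted p = 2.79e-05), and of 2.17 with all 6 libraries (adjusted p = 0.00441). Lif (ENSMUSG00000034394.14, chromosome 11, 4257557 to 4272514) rose from 179.7 ± 41.5 CPM (SD, n = 2) to 1589 ± 128 CPM (SD, n = 3), a log2 fold change of 3.14 (standard error 0.16, adjusted p = 0.000241) and of 3.18 with all 6 libraries. Ltb, on chromosome 17 from 35194439 to 35196320, had a log2 fold change of 1.77 (adjusted p = 0.00120) and of 1.82 with all 6 libraries (adjusted p = 0.0122). For the other 6 genes the call changed with Control replicate 2. Lta and Csf2 had log2 fold changes of 1.73 and 1.21 with Controls 1 and 3, and adjusted p of 0.0517 and 0.196 with Control replicate 2, where they had 30.2 and 63.8 CPM. Csf1 had a log2 fold change of 1.34 with Controls 1 and 3 and of 0.83 with all 6 libraries (adjusted p = 0.435), since Control replicate 2 had 123 CPM. Cxcl9 and Cxcl10 had log2 fold changes of 2.70 and 2.38 with Controls 1 and 3 and adjusted p of 0.451 and 0.138 with Control replicate 2, which had 1.46 and 0.487 CPM. Ifng, on chromosome 10 from 118441046 to 118445892, had a log2 fold change of 2.01 with Controls 1 and 3 (standard error 0.46, adjusted p = 0.0310) and of 2.19 with all 6 libraries (adjusted p = 0.238). Gm49751 overlaps 25.95% of the exon bases of Ifng, Gm12223 on the opposite strand overlaps 12% of those of Csf2, and Art3 overlaps 5.91% of those of Cxcl10. Of the 16 genes drawn in Fig. 5c, 16 were higher with Controls 1 and 3 and 3 with all 6 libraries, or 13 when adjusted over the list alone.

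**Figure D5:**
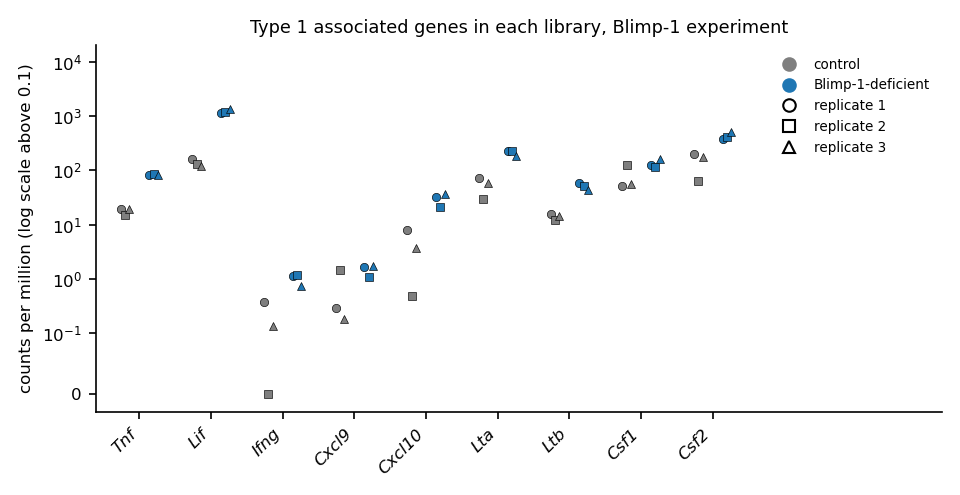
Normalized counts (CPM), scaled over all 6 libraries, for Tnf, Lif, Ifng, Cxcl9, Cxcl10, Lta, Ltb, Csf1 and Csf2 in each Control (grey) and Blimp-1-deficient (blue) library, with the marker shape giving the replicate. Every Blimp-1-deficient library lies above every Control library, except for Csf1 and Cxcl9, where Control replicate 2 lies among the Blimp-1-deficient libraries.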

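Il4, Il5 and Il13 lie within one region of chromosome 11, from 53602982 to 53725106, and Il9 on chromosome 13. Il4 had 17.3 CPM in Controls 1 and 3 and 17.1 CPM in Blimp-1-deficient ILC2s, a log2 fold change of -0.02 (standard error 0.10, adjusted p = 0.922), and of 0.02 with all 6 libraries (adjusted p = 0.986). The log2 fold change of Il5 was -0.33 (standard error 0.17, adjusted p = 0.233) and that of Il13 was -0.40 (standard error 0.15, adjusted p = 0.116), with Controls 1 and 3. With all 6 libraries they were -0.03 (adjusted p = 0.994) and -0.16 (adjusted p = 0.912), as Control replicate 2 had 3225 CPM of Il5 and 3775 CPM of Il13. Gm12214 overlaps 27.1% of the exon bases of Il5 on the opposite strand. Il9 rose from 689.9 ± 165 CPM (SD, n = 2) to 1729 ± 289 CPM (SD, n = 3), a log2 fold change of 1.33 (standard error 0.18, adjusted p = 0.00568). Against all 3 Controls the log2 fold change of Il9 was 1.71 (standard error 0.48, adjusted p = 0.223), and Control replicate 2 had 156.1 CPM. The adjusted p of Il9 ranged from 1.08e-05 to 0.705 over 16 alternatives and was below 0.05 in 4 of them. Of the 6 genes drawn in Fig. 5d, 0 changed with all 6 libraries, where the smallest adjusted p was 0.230 and 2071 of all genes had an unadjusted p below 0.05. With Controls 1 and 3, 2 of the 6 were lower, Klrg1 (log2 fold change -1.01, adjusted p = 0.00996) and Il1rl1 (log2 fold change -0.42, adjusted p = 0.0267).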

Type 2 genes *Il4, Il5, and Il13*, were not significantly different, however *Il9* was significantly upregulated, consistent with prior reports that Blimp-1 suppresses IL-9 in CD4 T cells and suggesting a possible feedback loop where IL-9 induced Blimp-1 and Blimp-1 then negatively regulates IL-9 (Fig. 5c-d). 

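Arg1 (ENSMUSG00000019987.9, chromosome 10, 24915221 to 24927484) fell from 878 ± 132 CPM in Controls 1 and 3 (SD, n = 2) to 266 ± 88.6 CPM in Blimp-1-deficient ILC2s (SD, n = 3), a log2 fold change of -1.72 (standard error 0.27, adjusted p = 0.00839). With Control replicate 2, which had 337 CPM, it was -1.46 (adjusted p = 0.194). Slc2a3 (ENSMUSG00000003153.10, chromosome 6, 122727809 to 122801640) fell from 74.6 ± 0.309 CPM (SD, n = 2) to 26.3 ± 4.32 CPM (SD, n = 3), a log2 fold change of -1.51 (standard error 0.12, adjusted p = 0.00124), and of -1.47 with all 6 libraries (adjusted p = 0.0199). Ccr3 (ENSMUSG00000035448.9, chromosome 9, 124021972 to 124031689) fell from 4.68 ± 0.648 CPM (SD, n = 2) to 1.41 ± 0.227 CPM (SD, n = 3), a log2 fold change of -1.73 (standard error 0.20, adjusted p = 0.00331). With Control replicate 2, which had 1.70 CPM of Ccr3, it was -1.50 (adjusted p = 0.142). All 10 genes drawn in Fig. 5e were lower at an adjusted p below 0.05 with Controls 1 and 3. With all 6 libraries 6 were, and 10 when adjusted over the list alone, a list the study chose on these libraries.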

Several genes of interest were also downregulated, including *Arg1*, *Slc2a3* (Glut3), and *Ccr3* (Fig. 5e).

We confirmed an increase in both TNF and IL-9 in Blimp-1-deficient ILC2s when activated in vitro with IL-33+IL-25 at the protein level by flow cytometry and intracellular cytokine staining (Fig. 5f, Extended Data Fig.4c). In contrast IFNγ was not upregulated at the protein level, possibly due to low baseline transcript expression (Extended Data Fig.4d). Similarly, IL-3, GM-CSF and CCL2 were also upregulated in the supernatant upon ILC2 activation in vitro in Blimp-1^IL7RaCre^ cells compared to controls by Luminex assay (Extended Data Fig.4e-g). 

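Ifng had 31 and 13 counts in Control replicates 1 and 3, or 0.324 ± 0.214 CPM (SD, n = 2), and 93, 92 and 73 counts in the Blimp-1-deficient replicates, or 1.30 ± 0.302 CPM (SD, n = 3). Control replicate 2 had 0 counts of Ifng, which at its depth allows more CPM than the other Controls had, so a level like theirs was not detectable in it.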

Interestingly, we found at the protein level that type 2 cytokines were reduced, although RNAseq analysis did not show differences at the transcript level in these genes, suggesting the possibility that increased type 1 genes indirectly regulated type 2 responses (Extended Data Fig.4h-j).

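Per library, Il5 had 9618 and 9272 CPM in Control replicates 1 and 3 and 5831, 7963 and 8774 CPM in Blimp-1-deficient replicates 1, 2 and 3. Il13 had 9129 and 9281 CPM in these Controls and 5649, 7420 and 7859 CPM in the Blimp-1-deficient replicates. Both transcripts were lower in each of the 3 Blimp-1-deficient libraries than in either of these Controls, but not at an adjusted p below 0.05, and the unadjusted p of Il13 from edgeR's model over all genes was 0.0295. This order holds only without Control replicate 2, which had 3225 CPM of Il5 and 3775 CPM of Il13 when scaled over all 6 libraries, below every Blimp-1-deficient library (at least 4542 and 4400 CPM), and the log2 fold changes were then -0.03 and -0.16. Gata3, which encodes a transcription factor of ILC2s, had 726 ± 35.2 CPM in Controls 1 and 3 (SD, n = 2) and 646 ± 15.5 CPM in Blimp-1-deficient ILC2s (SD, n = 3), a log2 fold change of -0.17 (standard error 0.07, adjusted p = 0.136). From lower protein without a difference in transcripts, the paper proposes that the increased type 1 genes regulated type 2 responses indirectly.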

Blimp-1 is a transcriptional repressor known to recruit the histone methyltransferase G9a to promote H3K9me3, a mark of heterochromatin.^37^ Thus, we hypothesized that Blimp-1 may directly bind to upregulated genes identified by RNAseq to mediate repression. Using ATACseq, we compared open chromatin regions in activated ILC2s from Control^IL7RaCre^ and Blimp-1^IL7RaCre^ animals. In line with increases in gene expression, Blimp-1 deficient ILC2s had increased chromatin accessibility at type 1 cytokine genes including the locus that includes *Lta*, *Tnf*, and *Ltb* as well as the *Ifng* locus (Fig. 5g). Genome wide analysis identified increased accessibility at open regions (clusters 1 and 2) but few newly accessible regions, suggesting Blimp-1 limits gene expression of those genes which may already be accessible, rather than alter the epigenetic landscape by opening or closing regions entirely (Fig. 5h). HOMER motif analysis of differentially accessible regions that were more open in Blimp-1 deficient ILC2s identified the Prdm1 consensus sequence as a top hit, confirming Blimp-1 likely binds directly to the genome at type 1 genes to mediate repression (Fig. 5i). Collectively, these data suggest Blimp-1 functions to limit the accessibility and expression of type 1 genes after ILC2 activation, limiting plasticity and protecting the type 2 transcriptional state of ILC2s under inflammatory conditions.

### Blimp-1 in ILC2s promotes type 2 responses and allergen-driven inflammation

To extend our analysis of Blimp-1’s function in vivo, we generated animals where Blimp-1 loss was restricted to the ILC2 subset using the Nmur1-Cre strain^38^. The NMur1-Cre locus also expresses eGFP as a marker of NMur1 expression. In the lung, we confirmed that NMur1 is expressed predominately in ILC2s within the ILC compartment and is limited to a small population of activated T cells (less than 5%) (Extended Data Fig.5a). To test the function of Blimp-1 in ILC2s in vivo, we first administered i.n. IL-33 and IL-25 for three days. Expression of ILC2 activation markers including ST2 and KLRG1, nor the total ILC2 number were affected by Blimp-1 loss (Extended Data Fig.5b-c). However, Blimp-1 deficient ILC2s in the lungs produced significantly more IFNγ and TNF in line with the RNAseq results in vitro (Fig. 6a-d). Similar to in vitro protein analysis, Blimp-1 loss led to a significant decrease in the type 2 cytokines IL-5 and IL-13 (Fig. 6e-g). To assess the impact of this shift from type 2 to type 1 cytokines on the recruitment of immune cells to the lung, we investigated cells in the bronchoalveolar lavage. Indeed, there was a shift in the recruitment of mast cells over eosinophils, possibly due to the increases in both IL-3 and IL-9 which are known to recruit and support mast cells as well as decreases in IL-5 (Fig. 6h-k)^39,40^. Neutrophil recruitment was not different between Controls and Blimp-1-deficient ILC2 animals (Extended Data Fig.5d). As early responders to tissue damage, ILC2s influence the inflammatory state and shape T cell responses. Remarkably, we found increased expression of IFNγ and TNF in both CD4 and CD8 T cells in the lung (Extended Data Fig.5e-h). Finally, to assess the impact on lung inflammation, we performed H&E and Periodic Acid-Schiff (PAS) staining to identify mucus in the airways. Blimp-1^NMur1Cre^ animals had reduced mucus in the airways and lymphocytic infiltration into the lung tissue compared to Control ^NMur1Cre^ animals (Fig. 6l).

To extend these findings to a model of allergic inflammation, we immunized Blimp-1^NMur1Cre^ and Control^NMur1Cre^ animals with i.n. papain for three days. Similar to the results with IL-33 and IL-25, we observed increases in IFNγ and TNF and concomitant decreases in Type 2 cytokines IL-5 and IL-13 (Fig. 6m-r). Again, these changes led to a significant decrease in eosinophil recruitment, though mast cell increases were less pronounced in this model (Extended Data Fig.5i-l). However, histology confirmed that Blimp-1^NMur1Cre^ animals had less lymphocytic infiltration and mucus in the airways, and thus less inflammation overall (Fig. 6s). Collectively, these data strongly support a critical role for Blimp-1 in ILC2s to promote allergic responses by maintaining type 2 cytokine production and directly repressing type 1 genes.

## Discussion:

Blimp-1 is a transcriptional repressor with cell type specific functions expressed in immune cell populations such as plasma cells and effector T cells that acts to repress gene programs associated with alternate or prior states^18,37,41,42^. We previously identified a role for Blimp-1 in the earliest stages of Th2 differentiation in response to inhaled allergens^13,43^. Here, we extend the role of Blimp-1 in supporting type 2 responses to allergens to the ILC2 compartment.

ILCs are helper like innate lymphoid cells that lack TCRs and thus antigen specificity but share the transcription factor and cytokine programs identified in CD4 T cells^44^. Accordingly, ILC2s have similar transcriptional profiles with Th2 cells^45^. ILC2s respond to tissue alarmins which rapidly drives the type 2 cytokines IL-5, IL-13 and IL-9 and to some extent IL-4^46^. Lung ILC2s are found in the adventitial spaces adjacent to the airways, spatially placing them where they can readily detect tissue damage signals in response to allergens and recruit inflammatory cells to the airways^47^. ILC2s also locally influence allergen-specific T cells activated in the draining mediastinal LN and recruited to the lung^48^. Together, Th2 cells and ILC2s then recruit inflammatory cells such as eosinophils and mast cells that drive lung inflammation and pathophysiological symptoms of asthma such as goblet cell metaplasia and mucus production, airway restriction and smooth muscle remodeling^49^ .

Our study demonstrated in response to allergens that loss of Blimp-1 in ILC2s led to a shift from type 2 cytokine production to type 1 cytokines. In the acute models of allergic lung inflammation we explored, this led to an overall decrease in inflammation in the lungs. 

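Over 16 alternatives to the comparison of all 6 libraries, the log2 fold change of Il5 lay between -0.33 and 1.83 with adjusted p from 0.102 to 0.998, and was never past an adjusted p of 0.05. That of Il13 lay between -0.40 and 1.68 with adjusted p from 0.0158 to 1.00. The highest values of both came from limma on log2(TPM + 0.1), which placed the median log2 fold change of all genes at 1.69, close to both values. Il13 was past an adjusted p of 0.05 in 1 of the 16, DESeq2 with shrunken fold changes and without Control replicate 2, where its log2 fold change was -0.39; this alternative was chosen after seeing the data.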

Although we did not find statistically significant decreases in type 2 cytokines by transcript expression in the absence of Blimp-1, both IL-5 and IL-13 were reduced at the protein level. This suggests that Blimp-1 mainly acts to repress type 1 cytokines, and their presence likely indirectly limits type 2 cytokine production. While ILC2 plasticity towards IFNγ producers in settings of viral infection or settings with IL-1β have been described, the mechanism of maintaining type 2 transcriptional fidelity has not been elucidated^6-8^ .

A main feature of ILCs compared to T cells is their ability to rapidly respond and produce cytokines. In vitro, we found Blimp-1 was rapidly upregulated. Acute models in vivo such as papain confirmed Blimp-1 was robustly expressed after a short duration of exposure. In contrast, using a more T cell driven model of allergic asthma, HDM, we found Blimp-1 was upregulated later in the response suggesting chronic stimulation of allergen can additionally support Blimp-1+ ILC2s. Indeed, both ILC2s in the tissue as well as those recruited to the lung from the bone marrow or gastrointestinal tract expressed Blimp-1. Thus, Blimp-1 upregulation is a general feature of ILC2 activation and its timing likely depends on the intensity and timing of tissue alarmins induced by allergen.

In T cells, Blimp-1 is driven by cytokine-Jak/STAT pathways such as IL-12/STAT4 in Th1 cells, and IL-10/STAT3 in Th2 cells^33,34^ . Intriguingly, unlike Th2 cells, we were unable to find a role for IL-10 to induce Blimp-1 (data not shown). Instead, we found IL-9 was necessary and sufficient for Blimp-1 expression in ILC2s. IL-9 is a common gamma chain type 2 cytokine that is known to signal via STAT5 and STAT3^50^ . STAT3 has been identified in several cell types to play a role in promoting allergic lung inflammation in pre-clinical models^51-53^ . Given the role of STAT3 to promote Blimp-1 in Th2 cells downstream of IL-10, it is interesting to speculate that STAT3 likely also plays a key role in Blimp-1 regulation in ILC2s. IL-33 has been shown to drive a non-canonical form of STAT3 activity through serine 727 phosphorylation that leads to mitochondrial localization of STAT3 and impacts on ILC2 metabolism^51,54^ . How IL-9 mediated STAT3 impacts ILC2s is less well understood, though we speculate that Blimp-1 expression may be important for the effects of IL-9 on ILC2s.

Clinically, allergic asthma is associated with type 2 responses, however not all patients have high expression of type 2 mediators, and a subset of patients are refractory to corticosteroid treatment and are classified as having severe disease^55-57^ . Severe asthma patients often do not have high type 2 inflammation but rather exhibit a mixed inflammatory response with increases in IFNγ and other type 1 inflammatory features. A subset of severe asthma patients has increased Th17 cells as well as neutrophils^58^ . Furthermore, mast cells are well known to play a key role in driving inflammation in allergic asthma^59^ . Here, we show loss of Blimp-1 leads to an increase in type 1 cytokines with a concomitant decrease in type 2 cytokines, reminiscent of mixed inflammation observed in some patients with severe asthma. Given the known inflammatory impact of mast cells, it was somewhat surprising to see reduced inflammation in the lung tissue by histology. We speculate that chronic allergen introduction leading to IgE and subsequent mast cell activation may shift the inflammatory impact of loss of Blimp-1 in ILC2s leading to worse disease upon long term allergen exposure.

In conclusion, our study of Blimp-1 in ILC2s in allergic lung inflammation has uncovered an unexpected and critical role for Blimp-1 to promote and protect the type 2 transcriptional identity of ILC2s by actively repressing the gene expression of type 1 inflammatory genes. Future studies using this model to understand the role of mixed inflammatory responses on the lung may be of interest as a model for severe asthma and to understand the contribution of mast cells versus eosinophils on the pathophysiology of the lung in allergic lung inflammation.

## Methods

### Mice

C57BL/6J (000664), B6.Cg-Tg(Prdm1-EYFP)1Mnz/J (008828), B6.129-Prdm1 ^tm1Clme^/J (008100), Il1rl1^tm1Anjm^, Il7r^tm1.1^(icre)Hrr, animals were either purchased from Jackson Laboratories or maintained separately. Il7r^tm1.1^(icre)Hrr, animals were obtained from Hans-Reimer Rodewald (DKFZ). Il1rl1^tm1Anjm^ were obtained from Heth Turnquist (U.Pittsburgh). C57BL/6-Tg(Nmur1-iCre,-eGFP)1Dart/J (038197) animals were obtained from David Artis (Weill Cornell University), now available from Jackson Laboratories. Blimp-1^NMUR1Cre^ animals were generated by crossing with B6.129-Prdm1^tm1Clme^/J (008100). Animals were housed in specific pathogen-free enclosures at the John G. Rangos Sr. Research Center of UPMC Children’s Hospital of Pittsburgh or The Assembly Building under conditions:12 h light–dark cycle, temperature of 19–23°C and humidity of 40–60%. All experiments were approved by the University of Pittsburgh Animal Care Committee and the American Veterinary Medical Association. All animals were over 6 weeks of age, and either matched male or female animals for each experiment. All in vivo experiments were performed independently at least two to three times, with at least three animals per group for one independent experiment. Randomization and blinding were not used. The sample size was determined by power analysis and prior experience. No datapoints were excluded from the analyses.

### Airway inflammation models

A total of 25 μg of lipopolysaccharide-low HDM (Stallergenes Greer) in PBS was given i.n. to animals anesthetized with isoflurane daily for up to 10 days (priming). To induce allergic lung inflammation, animals were immunized i.n. with HDM for 10 days and rechallenged two times for 2–3 days. For papain, 25μg or 40μg of papain (Sigma Aldrich) was used daily for 3 days. For cytokine intranasal stimulation, recombinant IL-33 (Biolegend) and IL-25 (Biolegend) or IL-9 (PeproTech) were used. 0.5μg of each cytokine was diluted in 25μL of sterile PBS and given intranasally to isoflurane-anesthetized animals daily for 3 days. For FTY720 (Enzo life science, BML-SL233-0025), the animals treated with HDM were given 25 μg of FTY720 every other day for 10 days (intraperitoneal, i.p.). Lungs were harvested for evaluation one day after treatment.

### Skin model

For the IL-33&25 mediated model, for sensitization, 0.5μg of recombinant IL-33 (Biolegend) and IL-25 (Biolegend) in 100μL of sterile PBS was subcutaneously injected (s.c.) to shaved flank skin of animals every day for 3 days. Control animals received 100μL of sterile PBS instead of cytokines. Draining lymph nodes were isolated on day 4 for evaluation.

### Small intestinal lamina propria model

For IL-33&25 driven gut ILC2 activation model, 0.5μg of recombinant IL-33 (Biolegend) and IL-25 (Biolegend) in 100μL of sterile PBS was intraperitoneal injected (i.p.) to animals every day for 3 days. Control animals received 100μL of sterile PBS instead of cytokines. Mesenteric lymph nodes (mLNs) were isolated on day 4 for evaluation.

### Inflammatory ILC2s (iILC2s) induction

To induce iILC2s in the lung, 0.5μg of recombinant IL-25 (Biolegend) in 100μL of sterile PBS was intraperitoneal injected (i.p.) to animals every day for 3 days. Control animals received 100μL of sterile PBS instead of cytokines. Lungs were harvested for evaluation on day 4.

### Tissue processing

#### Lung

Animals were anesthetized and sacrificed with intraperitoneal injection of ketamine/xylazine. To collect bronchoalveolar lavage fluid, a catheter was inserted in the trachea, and 0.9ml of PBS was instilled and retracted. BAL was later centrifuged at 2000rpm at 4°C for 10min, the cell pellet was resuspended with 200μL PBS and counted with automated cell counters (Nexcelom Bioscience LLC). Around 4×10^5^ BAL cells were stained for flow cytometry. The lung was perfused with PBS from right ventricle through pulmonary artery. In some experiments, the left lung was tied and removed for flow cytometry. The right lung was inflated and submerged with Safefix II (Thermo Fisher Scientific) for histology or directly digested for flow cytometry. The whole lung was taken down and processed for sorting experiments. For lung cells, a whole lung was digested with 5ml of 0.7mg/mL collagenase A (Sigma-Aldrich) and 0.03mg/mL DNAse I (Sigma-Aldrich) RPMI solution while gently rotating for 45min. And the tissue was processed with gentleMACS dissociator. 2% FBS 2mM ETDA PBS solution was used to stop digestion. RBCs were lysed with ACK lysing buffer (Thermo Fisher Scientific). Cells were filtered through a 70μm filter (CELLTREAT).

#### Small intestinal lamina propria

To harvest siLP ILC2s, the small intestine was isolated, the associated mesenteric tissue removed, and the contents emptied. The tissue was opened with scissors, and Peyer’s Patches were removed for further digestion. Small intestine tissue was rinsed with PBS and then cut into small pieces. The tissues were immersed in media containing 3%FBS, 5mM EDTA, and 0.145mg/mL DTT and incubated at 37°C while stirring at 800rpm for 20min. After the incubation, the tissue and media were filtered, collected and shaken with buffer (2mM EDTA in RPMI1640) for 30sec, then strained again and repeated 3 times. The tissue was collected and digested in digestion buffer with 0.5mg/mL DNase I (Sigma-Aldrich) and 0.1mg/ml Liberase TL (Roche) at 37°C for 25min while stirring. 3% FBS media was used to stop the digestion, and the single-cell suspension was collected through a 70 μm filter. For in vivo gut ILC2 activation experiments, mLNs were isolated and processed for flow cytometry.

#### Skin

To isolate cells from flank skin, animals were shaved and the desired sample was cut and spread with the inner side up on a 10 cm cell culture plate. The blunt end of the forceps was used to remove the fat and cut the tissue into small pieces. Tissue was digested with digestion buffer (collagenase XI (2.5mg/mL) (Sigma-Aldrich), hyaluronidase (0.25mg/mL) (Sigma-Aldrich) and DNase I (0.05mg/ml) (Sigma-Aldrich) in RPMI 1640) at 37°C while shaking at 300rpm for 1h. After digestion, a gentleMACS dissociator was used to dissociate cells to a single-cell suspension and filtered through a 70μm filter. For in vivo skin ILC2 activation experiments, draining LNs were taken down and processed for flow cytometry.

#### Spleen and lymph node

Spleen and LNs were isolated in RPMI-1640 (BioWhittaker) and crushed through 40μm filters. For spleen, RBCs were lysed with ACK lysing buffer (Thermo Fisher Scientific).

### Flow cytometry

Single-cell suspensions were collected as above. Cell number was determined by an automated cell counter (Nexcelom Bioscience LLC) and resuspended to 1×10^7^cell/ml and plated into 96-well plates for staining. Cells were washed with PBS (BioWhittaker) twice before staining. Cell pellets were resuspended with 40μL HBSS containing 0.5% Fc Block and antibody cocktail for 30 min at 4 °C. For intracellular staining, cells were stimulated with 50ng/ml PMA, 1 μg/ml ionomycin, brefeldin A (GolgiPlug, BD), and monensin (Ebioscience^™^) at 37°C for 2h. The same concentration of BFA and monensin was used for unstimulated control. Cells were stained with antibodies for surface markers and live/dead, fixed at 4°C with BD Cytofix/Cytoperm (BD Bioscience) and stained for cytokines and transcriptional factors with BD Perm/Wash buffer (BD Bioscience). BD LSRFortessa flow cytometer was used for flow analysis, and data were further analyzed with FlowJo (v10.8.1 and v10.10.0).

### Fluorescence-activated Cell Sorting

Cells were resuspended with 2% Fetal Bovine Serum (FBS), and 2 mM EDTA PBS buffer (EasySep buffer), and lineage negative cells were enriched using EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (Stemcell) with recommended protocol. Cells were then stained for surface markers and ILC2s (live, lineage-, CD90.2+, CD3-) were sorted on a Sony MA900 Cell Sorter. Purity was checked by a double sorting.

### In vitro ILC2 culture and stimulation

ILC2 cells were isolated by FACS from naive or treated mouse lungs as described above. 15,000 cells were plated per well in 96-well plate and cultured with cRPMI (RPMI-1640 containing 10%FBS 1% penicillin/streptomycin 2mM L-glut 50mM HEPES) plus 20ng/mL recombinant mouse IL-2. Additional cytokines were added at the same concentration for further stimulation. Cells were collected after indicated days of culture for analysis by flow cytometry.

### RNA sequencing and analysis

For bulk RNA sequencing, ILC2s were flow sorted ex vivo from lung and 15,000 ILC2s from each sample were cultured in complete RPMI with or without IL-33 for 24 hours or IL-33+IL-25+IL-2 for 72 hours. RNA was isolated with RNeasy Plus Micro Kit (74034, Qiagen). cDNA was prepared using the SMART-seq v4 Ultra Low Input RNA Kit for Sequencing, (Clontech Laboratories). Sequencing libraries were prepared using the Nextera XT DNA Library Preparation kit (Illumina). Cluster generation and 75-bp paired-end, dual-indexed sequencing was performed on an Illumina NextSeq 2000. FastQC was used to perform a quality assessment on all fastq files. The mouse reference genome (GRCm38) was downloaded from Ensembl. Adaptors were trimmed using cutadapt v1.18 and reads were aligned using HISAT2 v2.1.0. Raw count values were generated using Subread, and gene expression values were normalized using transcripts per million. DESeq2 was applied to raw counts transcriptome data in a pairwise manner to determine differentially expressed genes. These gene lists were compiled to make a master list of all differentially expressed genes. Log_2_ transformed normalized counts were then displayed as a heatmap to display expression of differentially expressed genes. Metascape^60^ and Gene set enrichment analysis (GSEA)^61^ were used to identify pathways associated with gene sets.

### ATAC sequencing and analysis

For ATAC sequencing, ILC2s were flow sorted and 15,000 cells cultured in complete RPMI with IL-33+IL-25+IL-2 for 72 hours. ILC2s were collected for OMNI ATACseq protocol^62^ . Sequencing libraries were prepared using the Nextera XT DNA Library Preparation kit (Illumina). Cluster generation and 101-bp paired-end, dual-indexed sequencing was performed on an Illumina NextSeq2000. FastQC was used to perform a quality assessment on all fastq files. The mouse reference genome (GRCm38) was downloaded from Ensembl. Adaptors were trimmed using cutadapt v1.18. Raw count values were generated using Subread, reads were aligned to the reference genome using Bowtie2 v2.3.4.2. Duplicates were removed using Picard, and regions from the ENCODE Blacklist were removed using bedtools intersect. Peaks (narrow) were called using MACS2 v2.1.1 with a p-value cutoff of 0.05. Irreproducible discovery rate (IDR) using a threshold of 0.05 to identify reproducible peaks. IDR peak files of all samples were merged to create a master list of peaks which together with alignment files were used to generate tag counts for each replicate (bedtools coverage). DESeq2 was applied to raw tag count data for called peaks in a pairwise manner to determine differential peaks. These peak lists were compiled to make a master list of all differential peaks for each mark. Peaks were annotated to the nearest gene using ChIPpeakAnn^63^ . Heatmaps were generated using deepTools2 (v.3.3.0)^64^. Bam files were combined across sample replicates. Samples were normalized by bins per million (BPM) and converted to bigwig files. Heatmaps were peak centered in a 2,000 bp region by computing matrix from normalized and merged bigwig files for all peaks of each mark. (computeMatrix reference point –referencePoint center -a 1000 -b 1000) and visualized (plotHeatmap). Genome browser tracks are visualized from bigwig files using integrative genomics viewer^65^.

### Luminex assay

ILC2s were sorted as above and stimulated with IL-33 and IL-25 for 3 days. Cells were stimulated with 50ng/ml PMA and 1 μg/ml ionomycin for 2 hours and supernatants collected. Bio-Plex Pro Mouse Cytokine 23-plex Assay Kit (#M60009RDPD, Bio-Rad) was performed according to the manufacturers protocol, and data collected by Bio-Plex^®^ MAGPIX^™^ Multiplex Reader.

### Histology

Lung tissue was fixed with Safefix II (Fisher Scientific) and embedded with paraffin. Hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS) were used to stain the slides at Pitt Biospecimen Core at UPMC Shadyside or at the Rangos Histology Core at UPMC Children’s Hospital of Pittsburgh. Photos of slides were taken using an Olympus IX83 microscope.

### Analysis of pSTAT3, pSTAT4, pSTAT5 and pSTAT6 expression

For pSTAT3, pSTAT4, pSTAT5 and pSTAT6 detection in vitro, the cells were fixed using BD Phosflow Lyse/fix buffer (558049), followed by permeabilization with BD Perm buffer III (BD Biosciences, 558050) and stained with phosphoantibodies. Naïve T cells stimulated with cytokines for 30 mins were used as positive controls.

### Antibody blockade

Animals were injected i.p. with 0.2 mg of anti-IL9 mAb (BE0181- 9C1, BioXCell) on days 1 and 3 during IL-33 and IL-25 immunization. The same amount of IgG21 isotype control antibody (BE0083-MOPC-21, BioXCell) was injected i.p. to control animals.

### In vitro JAK inhibitor treatment

Sorted ILC2s from Blimp-1 YFP animals were cultured in cRPMI with 20ng/mL recombinant mouse IL-33 with or without Ruxolitinib (5μM) (HY-50856, medchemexpress).

### Cell mixing and transwell co-culture

Sorted ILC2s from Il1rl1^tm1Anjm^ animals were mixed with ILC2s from control animals in a 1:1 ratio and plated in 96-well plate. ILC2s were treated with 20ng/mL recombinant mouse IL-33 in cRPMI for 3 days. Cells were collected from the plate for flow analysis on day 4. ST2 surface staining was used to distinguish the genetic source of cells. For transwell co-culture, a 96-well with 0.4μm polycarbonate (PC) membrane inserts (3391, Corning) were used. Sorted ILC2s from Il1rl1^tm1Anjm^ animals were plated in bottom wells (receiver plate) and equal number of sorted control ILC2s were plated in upper wells (insert plate). ILC2s were treated with 20ng/mL recombinant mouse IL-33 in cRPMI for 3 days. Cells were collected for flow analysis on day 4.

## Extended Data

**Extended Data Fig. 1:**
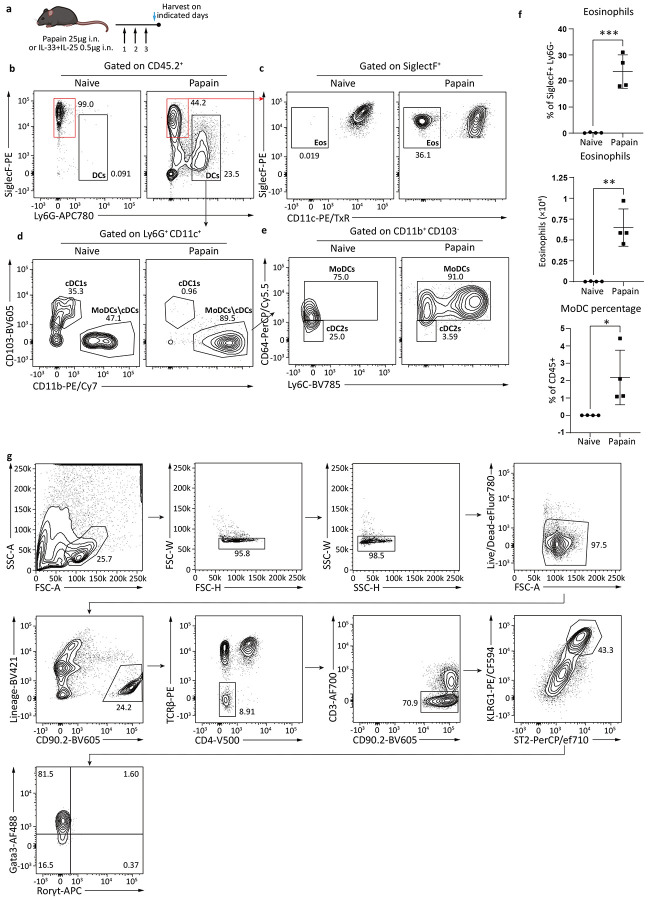
Papain drives lung inflammation and activates ILC2s to express Blimp-1. **a**, Schematic for papain induced asthma model. **b-e**, Gating strategy for eosinophils (**c**), cDC1s (**d**), cDC2s and MoDCs (**e**). **f**, Quantification of eosinophil percentage, eosinophil number and MoDC number in BAL after papain. **g**, Gating strategy for ILC2s. Each point represents one individual sample. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for **f**. *P < 0.05, **P < 0.01, ***P < 0.001. The specific P values are as follows for **f**: comparison between eosinophil percentage, P = 0.0003; comparison between total eosinophils, P = 0.0012; for E, P = 0.0323.

**Extended Data Fig. 2:**
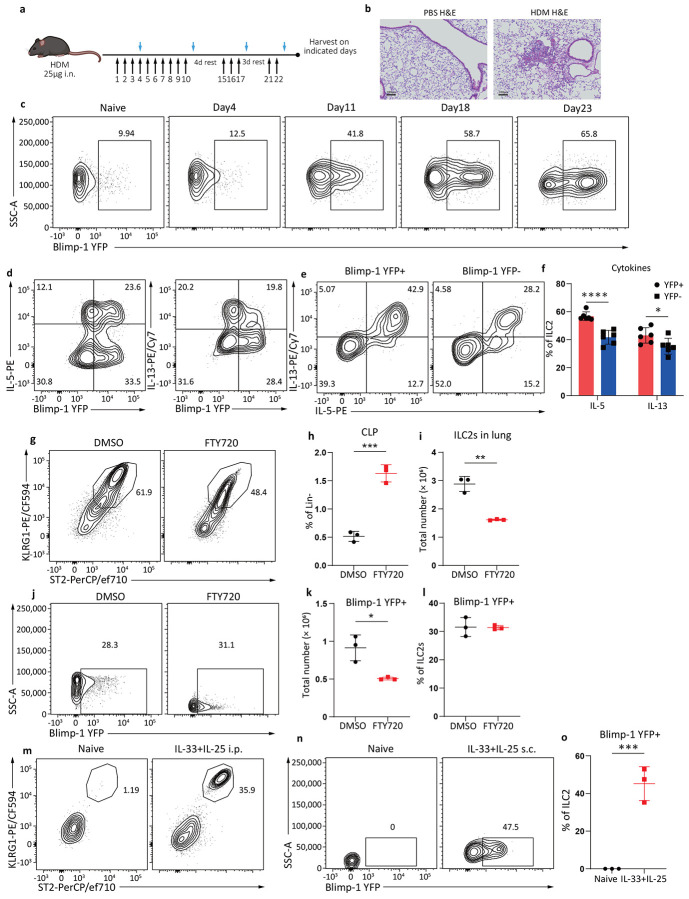
HDM drives lung inflammation and activates ILC2s to express Blimp-1 with a time dependent manner. **a**, Schematic for HDM driven asthma model. **b**, Representative H&E staining after HDM. **c**, Percentage of Blimp-1 YFP in ILC2s at indicated timepoints by HDM model. **d**-**e**, Blimp-1 co-expression with IL-5 or IL-13 (**d**), or IL-5 and IL-13 co-expression (**e**) after HDM. **f,** Quantification of (e). **g** and **j**, Percentage of ILC2s in the lung (**g**) and Blimp-1 YFP in ILC2s (**j**) after FTY720 treatment. **h**-**i** and **k**-**l**, Quantification of CLP in bone marrow (**h**), ILC2s number in lung (**i**), Blimp-1 YFP+ ILC2s number (**k**) and percentage of Blimp-1 YFP+ ILC2s (**l**). **m**, Percentage of ILC2s from mesenteric lymph nodes with IL-33&25 i.p.. **n**, Percentage of Blimp-1 YFP in ILC2s from skin draining lymph nodes after IL-33&25 s.c..**o**, Quantification of (**n**). Each point represents one individual sample. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for **h**, **i**, **k**, **l** and **o**. Šídák's multiple comparisons test was performed for **f**. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **f**, comparison between IL-5, P < 0.0001, comparison between IL-13, P = 0.0255; for **h**, P = 0.0004; for **i**, P = 0.0012; for **k**, P = 0.0149; for **l**, P = 0.9245; for **o**, P = 0.001.

**Extended Data Fig. 3:**
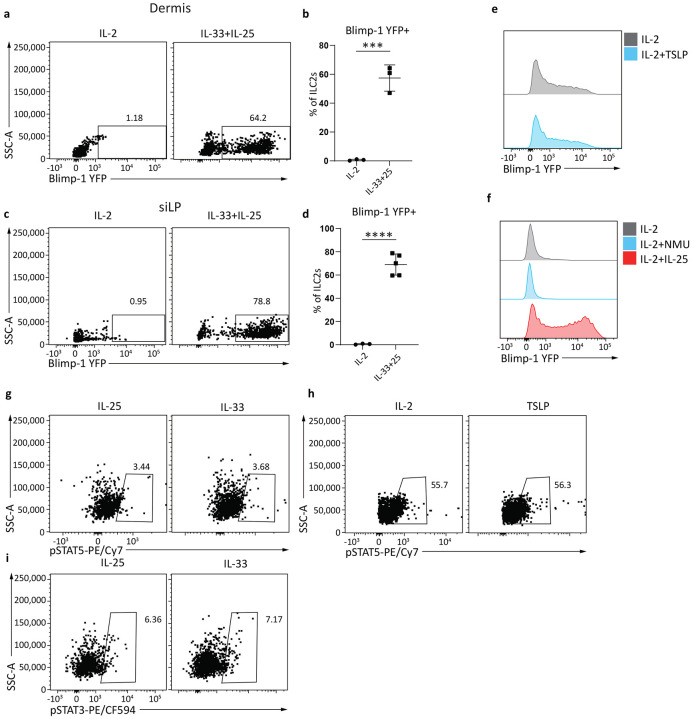
Blimp-1 can be induced in gut and skin ILC2s in vitro. **a**, Percentage of Blimp-1 YFP in dermis ILC2s after IL-33&25. **b**, Quantification of (**a**). **c**, Percentage of Blimp-1 YFP in siLP ILC2s after IL-33&25. **d**, Quantification of (**d**). **e**, Histogram for Blimp-1 YFP in ILC2s after TSLP stimulation. **f**, Histogram for Blimp-1 YFP in ILC2s after NMU or IL-25 stimulation. **g**-**i**, Percentage of phosphorylated STAT5 stimulated with IL-33 (**g**) or TSLP (**h**), or percentage of phosphorylated STAT3 stimulated with IL-33 (**i**). (n=6) Each point represents one individual sorting sample from 2 pooled animals. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for **b** and **d**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **b**, P = 0.0004; for **d**, P < 0.0001.

**Extended Data Fig. 4:**
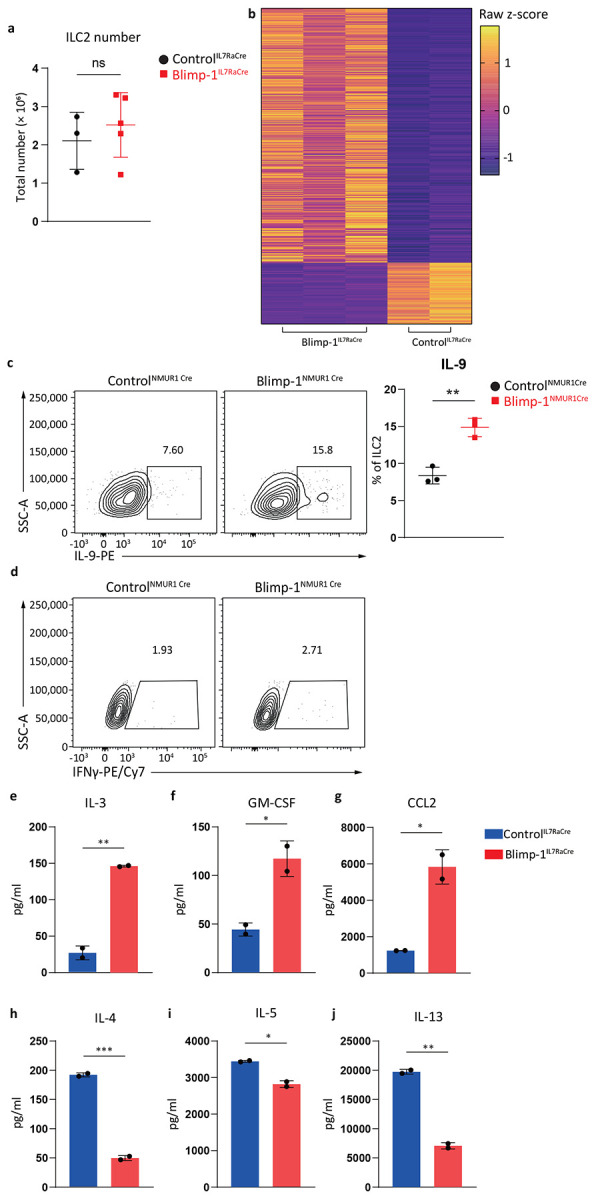
Loss of Blimp-1 in ILC2s in vitro alters cytokines and transcriptomes. **a**, Quantification of Control^IL7RaCre^ or Blimp-1^IL7RaCre^ naïve state ILC2s number. **b**, Heatmap from RNA sequencing comparing Control^IL7RaCre^ with Blimp-1^IL7RaCre^ ILC2s. Z-scores were calculated by TPM. **c**, Percentage of IL-9+ ILC2s from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ . (n=3) **d**, Percentage of IFNγ+ ILC2s from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^. **e**-**j**, Quantification of ILC2s IL-3 (**e**), GM-CSF (**f**), CCL2 (**g**), IL-4 (**h**), IL-5 (**i**) and IL-13 (**j**) production comparing Control^IL7RaCre^ with Blimp-1^IL7RaCre^. (n=2) Each point represents one individual sorting sample from 2 pooled animals. The data are shown as means ± s.d., and present two or three independent experiments. A multiple unpaired t-test was performed for **a**, **c**, **e**, **f**, **g**, **h**, **i** and **j**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **a**, P = 0.9244; for **c**, P = 0.0025; for **e**, P = 0.0071; for **f**, P = 0.0423; for **g** P = 0.0275; for **h**, P = 0.0038; for **i**, P = 0.0216; for **j**, P = 0.0038.

**Extended Data Fig. 5:**
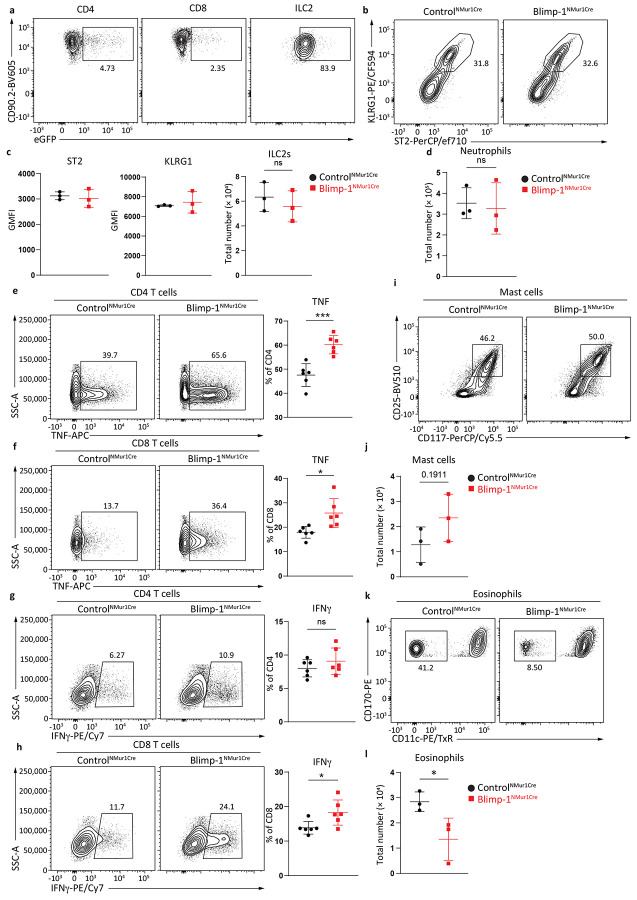
ILC2 Blimp-1 deficient animals exhibit mixed inflammatory responses to papain and tissue alarmins. **a**, Percentage of NMUR1Cre-eGFP+ cells in CD4, CD8 and ILC2s. **b**, Percentage of ILC2s from lung in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after IL-33&25. (n=3) **c**, Quantification of ST2 and KLRG1 GMFI in ILC2s, or total ILC2 number from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^. **d**, Quantification of neutrophils number from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^. **e**-**h**, Percentage of TNF+ CD4 (**e**), TNF+ CD8 (**f**), IFNγ+ CD4 (**g**) and IFNγ+ CD8 (**h**) from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^. (n=6) **i** and **k**, Percentage of mast cells (**i**) or eosinophils (**k**) from Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after papain. **j** and **l**, Quantification of mast cell number (**j**) or eosinophil number (**l**). Each point represents one individual animals. The data are shown as means ± s.d., and present two or three independent experiments. A multiple unpaired t-test was performed for **c**, **d**, **e**, **f**, **g**, **h**, **j** and **l**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **c**, comparison for ST2: P = 0.6754, comparison for KLRG1: P = 0.6154, comparison for ILC2 number: P = 0.4955; for **d**, P = 0.7788; for **e**, P = 0.0005; for **f**, P = 0.0131; for **g**, P = 0.2968; for **h**, P = 0.0249; for **j**, P = 0.1911; for **l**, P = 0.0494.

## Figures and Tables

**Fig. 1:**
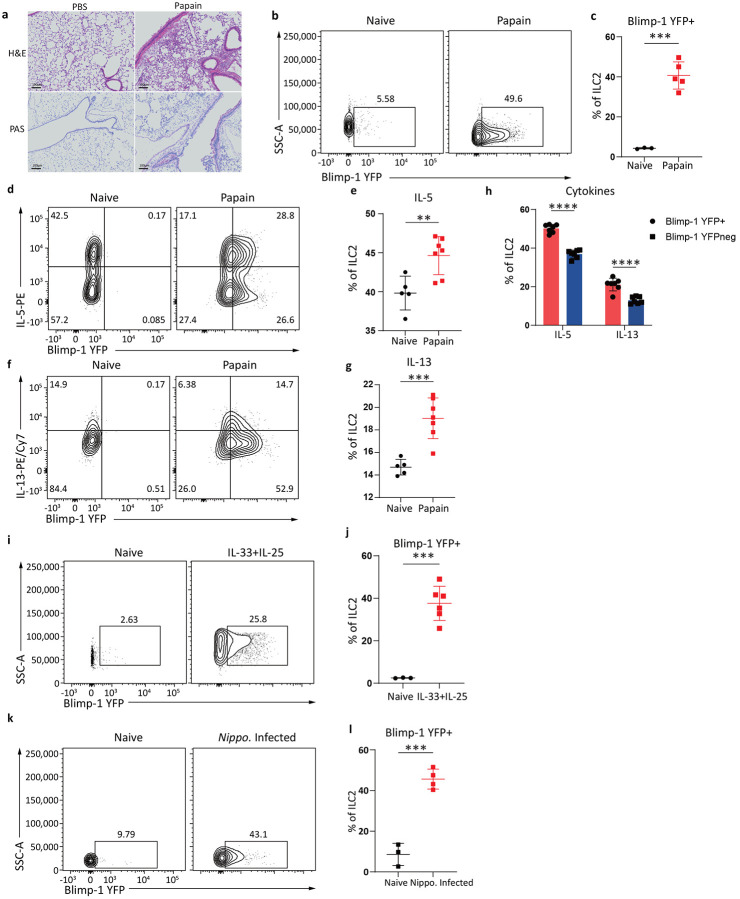
Blimp-1 is expressed in activated lung ILC2s in response to tissue inflammation and infection. **a**, Representative H&E and PAS staining of lungs from indicated groups. Lung samples were fixed for histology (n=5) **b**, Representative flow plot of Blimp-1-YFP in ILC2s **c**, Quantification of (**b**). **d** and **f**, Representative flow plots of Blimp-1 YFP and IL-5 (**d**) or IL-13 (**f**) **e** and **g**, Quantification of IL-5+ (**e**) or IL-13+ (**g**) ILC2 from (**d** and **f**). **h,** Percentage of IL-5 and IL-13 expression in Blimp-1 YFP+ ILC2 or Blimp-1 YFP- ILC2. **i** and **k**, Representative flow plots of Blimp-1 YFP in ILC2s isolated from indicated groups. **j** and **l**, Quantification of Blimp-1 YFP+ ILC2s from (**i**, **k**). Each point represents one individual sample. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for **b**, **e**, **g**, **j** and **l**. Šídák's multiple comparisons test was performed for **h**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **b**: P = 0.0001; for **e**: P = 0.0055; for **g**: P = 0.0005; for **h**: comparison between IL-5, P < 0.0001, comparison between IL-13, P < 0.0001; for **j**: P = 0.0002; for **l**: P = 0.0002.

**Fig. 2:**
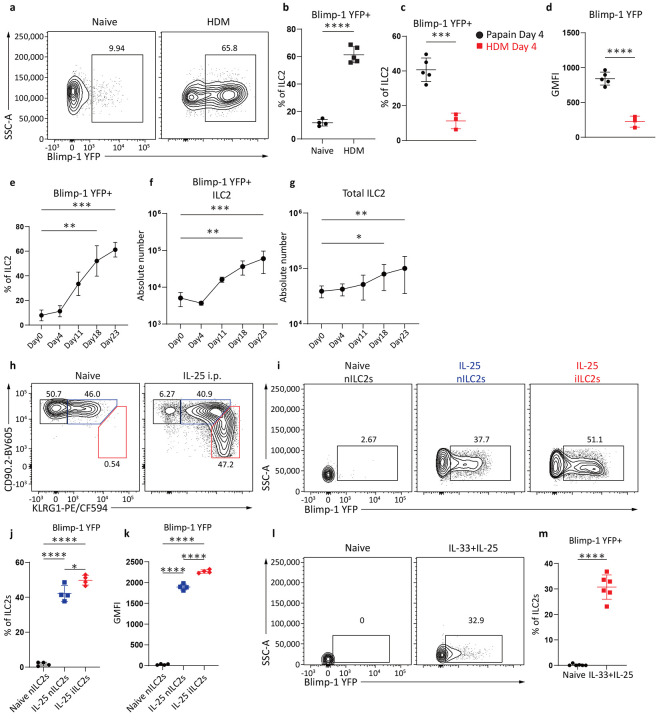
Blimp-1 is expressed in ILC2s across barrier and mucosal tissues. **a**, Percentage of Blimp-1 YFP in ILC2s after HDM. **b**, Quantification of (**a**) (n=5) **c**-**d**, Quantification of Blimp-1 YFP percentage (**c**) and GMFI (**d**) after HDM or papain on day 4. **e**-**g**, Percentage (**e**), absolute number (**f**) of Blimp-1 YFP in ILC2s, or absolute number of ILC2s (**g**) at indicated timepoints. **h**, Representative flow plot for iILC2 gating after IL-25 i.p.. (n=4) **i**, Percentage of Blimp-1 YFP in ILC2 subsets from (**h**) **j**-**k,** Quantification of Blimp-1 YFP percentage (**j**) or GMFI (**k**) in nILC2 and iILC2. **l,** Percentage of Blimp-1 YFP in gut ILC2 after IL-33 and IL-25 i.p.. (n=6) **m,** Quantification of(**l**). Each point represents one individual sample. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for**b**, **c**, **d** and **m**. Tukey’s multiple comparisons test was performed for **j**, and**k**, and Kruskal-Wallis multiple comparisons test was performed for **e**, **f** and **g**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows for **b**: P < 0.0001; for **c**: P = 0.0006; for **d**: P < 0.0001; for **e**, day0 vs. day18, P = 0.0016, day0 vs. day23, P = 0.0001; for **f**, day0 vs. day18, P = 0.0054, day0 vs. day23, P = 0.001; for **g**, day0 vs. day18, P = 0.0385, day0 vs. day23, P = 0.0084; for **j**: IL-25 iILC2s vs. IL-25 nILC2s, P = 0.0184, IL-25 iILC2s vs. Naive nILC2s, P < 0.0001, IL-25 nILC2s vs. Naive nILC2s, P < 0.0001; for **k**: IL-25 iILC2s vs. IL-25 nILC2s, P < 0.0001, IL-25 iILC2s vs. Naive nILC2s, P < 0.0001, IL-25 nILC2s vs. Naive nILC2s, P < 0.0001; for **m**: P < 0.0001.

**Fig. 3:**
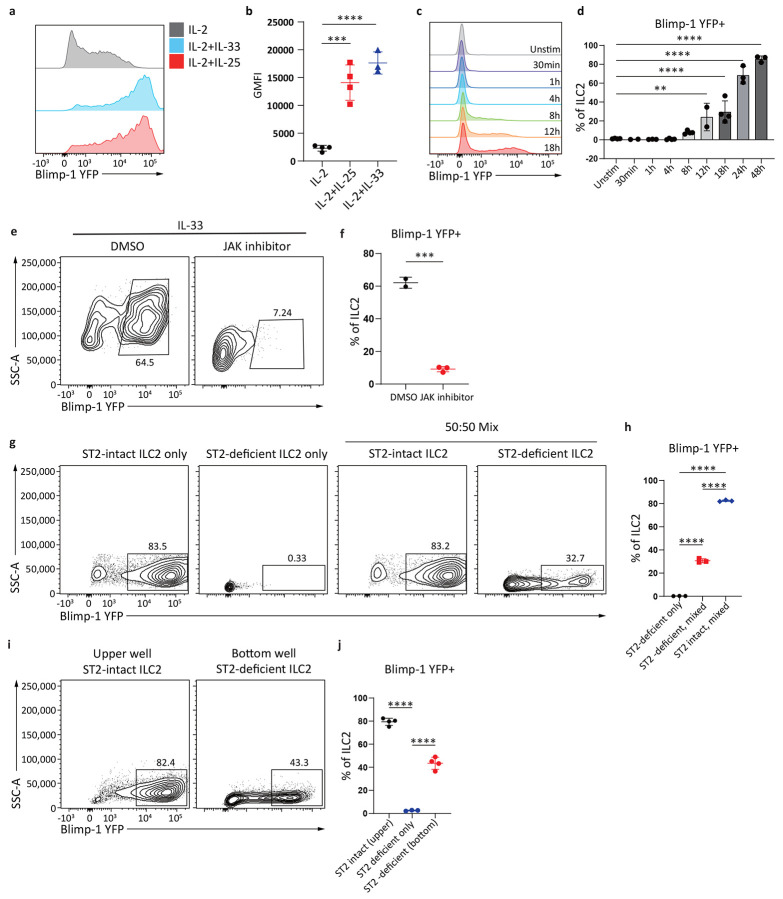
IL-33 and IL-25 indirectly upregulate Blimp-1 in ILC2s. **a**, Histogram for Blimp-1 YFP in ILC2s after stimulated with IL-33 or IL-25 for 3 days. **b**, Quantification of Blimp-1 GMFI from (**a**). (n=4) **c**, Histogram for ILC2s Blimp-1 expression at indicated time points when stimulated with IL-33&25. **d**, Quantification of(**c**). (n=4) **e**, Percentage of Blimp-1 YFP in stimulated ILC2s when treated with JAK inhibitor. **f**, Quantification of (**e**). (n=4) **g**, Percentage of Blimp-1 YFP in ILC2s from ST2 KO&WT ILC2 cell mixing experiment. **h**, Quantification of (**g**). **i**, Percentage of Blimp-1 YFP in ILC2s from ST2 KO&WT ILC2 transwell assay. **j**, Quantification of (**i**). Each point represents one individual sorting sample from 2 pooled animals. The data are shown as means ± s.d., and present two or three independent experiments. A two-tailed unpaired t test was performed for **f**. Dunnett's multiple comparisons test was performed for **b**, **d** and **j**. Tukey’s multiple comparisons test was performed for **h**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **b**: IL-2 vs. IL-2+IL-25, P = 0.0001, IL-2 vs. IL-2+IL-33, P < 0.0001; for **d**, Unstim vs. 12h, P = 0.0028, Unstim vs. 18h, P < 0.0001, Unstim vs. 24h, P < 0.0001, Unstim vs. 48h, P < 0.0001; for **f**, P = 0.0002; for **h**: ST2 KO ILC2s, mixed vs. ST2 WT ILC2s, mixed, P < 0.0001, ST2 KO ILC2s, mixed vs. ST2 KO ILC2s only, P < 0.0001, ST2 WT ILC2s, mixed vs. ST2 KO ILC2s only, P < 0.0001; for **j**: ST2 KO only vs. Transwell ST2 KO, P < 0.0001, ST2 KO only vs. Transwell ST2 WT, P < 0.0001.

**Fig. 4:**
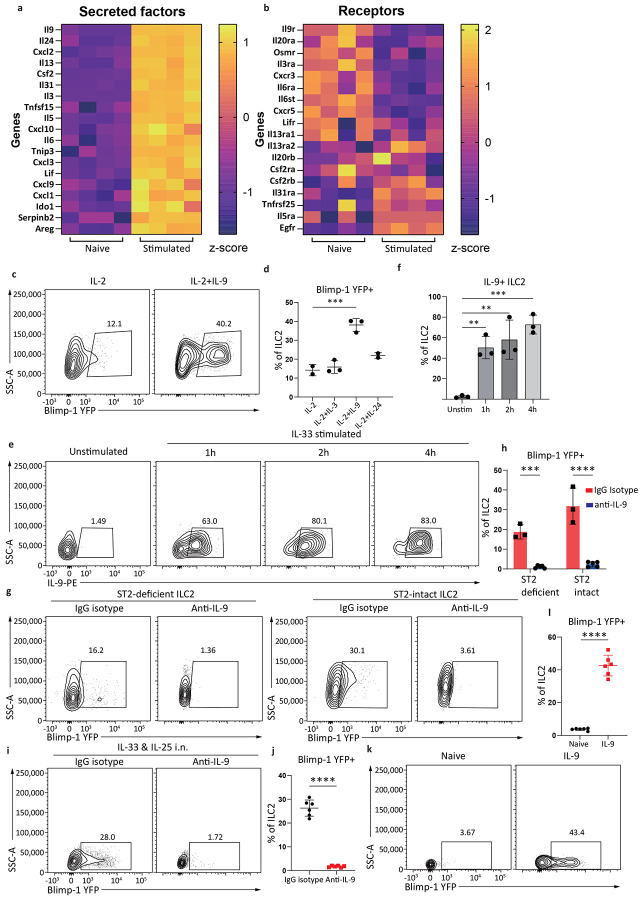
IL-9 is the indispensable driver of Blimp-1 in ILC2s. **a**-**b**, RNAseq comparing naïve ILC2s with ILC2s stimulated for 24 hrs with IL-33. Z-scores were calculated by TPM. **c**, Percentage of Blimp-1 YFP in ILC2s stimulated with IL-3, IL-9 or IL-24 for 24 hours. (n=3) **d**, Quantification of (**c**). **e**, Percentage of IL-9+ ILC2s at indicated timepoints when stimulated with IL-33. (n=3) **f**, Quantification of (**e**). **g**, Percentage of Blimp-1 YFP in ILC2s from transwell assay after treated with anti-IL-9 blocking antibody. **h**, Quantification of (**g**). (n=3) **i**, Percentage of Blimp-1 YFP in ILC2s after anti-IL-9 blockade in vivo. (n=6) **j**, Quantification of (**i**). **k**, Percentage of Blimp-1 YFP in ILC2s after IL-9 treatment for 3 days. (n=6) **l**, Quantification of (**k**). Each point represents one individual sorting sample from 2 pooled animals. The data are shown as means ± s.d., and present three or four independent experiments. A two-tailed unpaired t test was performed for **j** and **l**. Dunnett's multiple comparisons test was performed for **d** and **f**. Šídák's multiple comparisons test was performed for **h**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows: for **d**, IL-2 vs. IL-2+IL-9, P = 0.0004; for F, Unstimulated vs. 1h, P = 0.003, Unstimulated vs. 2h, P = 0.0012, Unstimulated vs. 4h, P = 0.0002; for **h**, comparison within ST2 KO, P = 0.0001, comparison within ST2 WT, P < 0.0001; for **j**, P < 0.0001; for **l**, P < 0.0001.

**Fig. 5:**
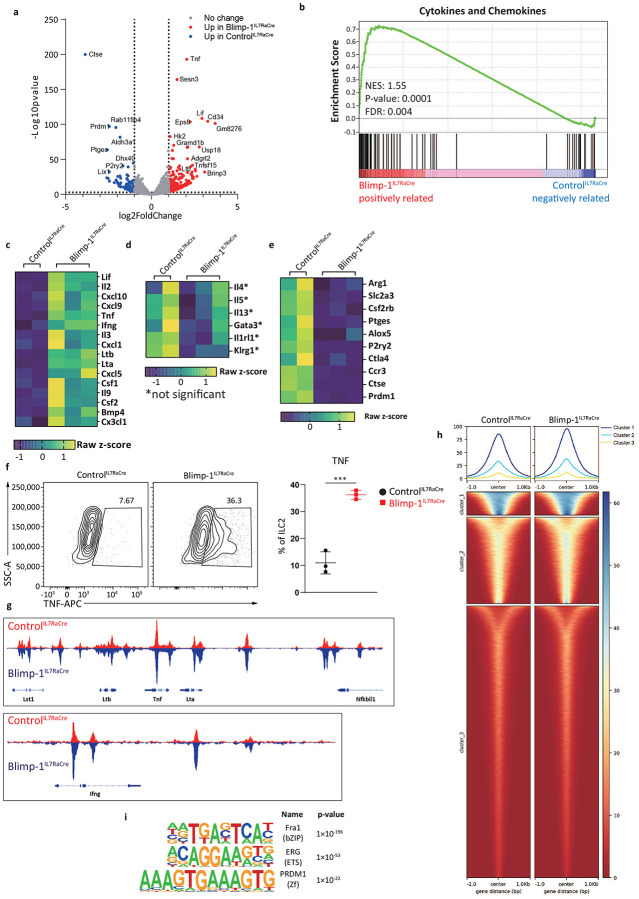
Blimp-1 suppresses Type1 related genes in ILC2s. **a**, Volcano plot from RNAseq comparing Control^IL7RaCre^ and Blimp-1^IL7RaCre^ ILC2s. Threshold was set at log2fold change>1 and log10Pvalue<0.01. **b**, GSEA plot with enrichment in cytokines and chemokines in Blimp-1^IL7RaCre^ ILC2s. NES: 1.55, P-value: 0.0001, FDR: 0.004. **c**-**e**, Heatmap for genes that were upregulated (**c**), no change (**d**), or downregulated (**e**) in Blimp-1^IL7RaCre^ ILC2s. Z-scores were calculated by TPM. **f**, Percentage and quantification of TNFα+ ILC2s from Control^IL7RaCre^ or Blimp-1^IL7RaCre^ with IL-33&25. (n=3) **g**, Representative ATAC-seq peaks near TNFα locus and IFNγ locus.**h**, Tornado plot for ATAC-seq differential peaks comparing Blimp-1 KO with WT ILC2s. **i**, Top results from HOMER motif analysis enriched in open chromatin regions of Blimp-1 KO ILC2s. Each point represents one individual sorting sample from 2 pooled animals. The data are shown as means ± s.d., and present three or four independent experiments. Unpaired t test was performed for **f**. *P < 0.05, *P < 0.01, ***P < 0.001. The specific P values are as follows: for **f**, P = 0.0006.

**Fig. 6:**
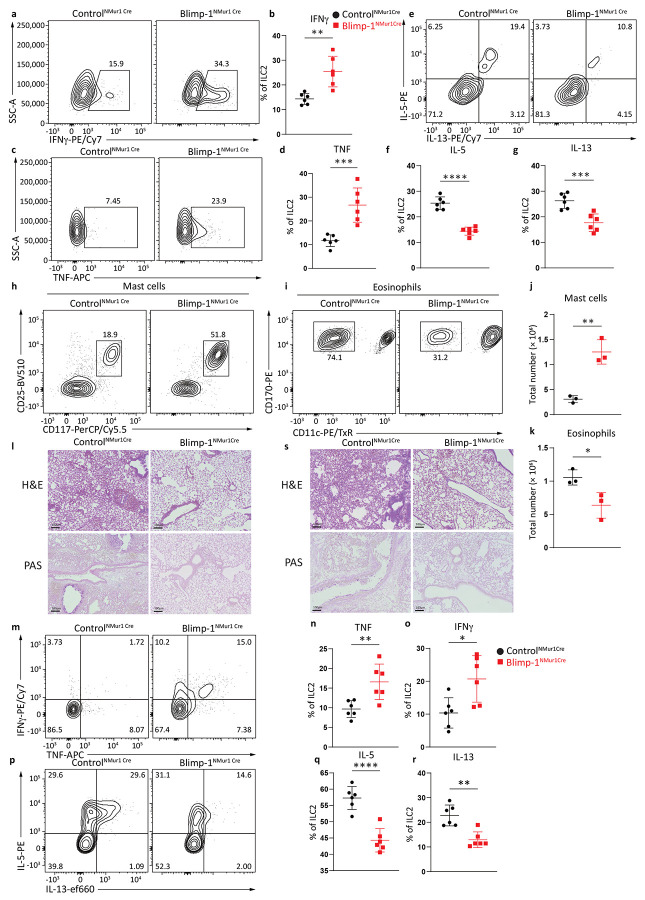
Blimp-1 knockout animals produce more Type1 cytokines upon activation and suppress tumor seeding. **a** and **c**, Percentage of IFNγ+ (**a**) or TNF+ (**c**) ILC2s in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after IL-33&25 i.n.. (n=6) **b** and **d**, Quantification of IFNγ (**b**) or TNF (**d**) expression from (**a**) and (**c**). **e**, Percentage of IL-5+ and IL-13+ ILC2s in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after IL-33&25 i.n.. **f**-**g**, Quantification of IL-5 (**f**) or IL-13 (**g**) expression from (**e**). **h**-**i**, Representative flow plot for mast cells (**h**) or eosinophils (**i**) in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^animals. **j**-**k**, Quantification of mast cell number (**j**) or eosinophil number (**k**) from (**h** and **i**). **l**, Representative H&E and PAS staining of Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after IL-33&25 i.n. **m**, Percentage of IFNγ+ and TNF+ ILC2s in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after papain i.n.. (n=6) **n**-**o**, Quantification of IFNγ (**n**) or TNF (**o**) expression from (**m**). **p**, Percentage of IL-5+ and IL-13+ ILC2s in Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after papain i.n. **q**-**r**, Quantification of IL-5 (**q**) or IL-13 (**r**) expression from (**p**). **s**, Representative H&E and PAS staining of Control^NMUR1Cre^ or Blimp-1^NMUR1Cre^ animals after papain i.n..Each point represents one individual sample. The data are shown as means ± s.d., and present two independent experiments. A two-tailed unpaired t test was performed for **b**, **d**, **f**, **g**, **j**, **k**, **n**, **o**, **q** and **r**. *P < 0.05, *P < 0.01, ***P < 0.001, ****P < 0.0001. The specific P values are as follows for **b**: P = 0.0021; for **d**: P = 0.0007; for **f**, P < 0.0001; for **g**, P = 0.0009; for **j**: P = 0.0029; for **k**, P = 0.0326; for **n**, P = 0.0068; for **o**, P = 0.0133; for **q**, P < 0.0001; for **r**, P = 0.0011.

## Data Availability

All RNAseq and ATACseq described in the paper are available at NCBI GEO RNAseq [GSE291231, Reviewer token: ehwvumawljmvpyl] ATACseq [GSE291230, Reviewer token: cjcrycyebhkzrij].

How the deposited data were processed for this re-analysis (not part of the article)

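RNA-seq of sorted mouse lung ILC2s was examined in 14 libraries from 2 experiments. In the stimulation experiment, 4 libraries were unstimulated and 4 were stimulated with IL-33 at 20 ng/mL for 24 h. In the Blimp-1 experiment, 3 Control and 3 Blimp-1-deficient (IL7RaCre) libraries came from ILC2s activated for 72 h. The authors trimmed reads with cutadapt, aligned them to GRCm38 with HISAT2, counted them per gene with Subread and deposited the raw counts and the TPM for each experiment. The counts are whole numbers without normalization, and the TPM of every library sum to 1e+06. All columns of values per library were used. The strand used for counting is not stated. The ATAC-seq was not analysed here.

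Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, genes kept by filterByExpr at its default settings, and the quasi-likelihood test without robust estimation. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05, and the tests are two-sided. In the Blimp-1 experiment the paper's own thresholds were also applied, an unadjusted p below 0.01 with a log2 fold change above 1 or above 2. Values called CPM are TMM-normalized counts scaled to 1e+06 per library, without a prior count. A fold against a group in which every library had 3 counts or fewer was computed against the CPM that 3 counts give, and is stated as a lower bound. Gene lists were tested with camera and fry from limma 3.58.1, on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01 for camera. The p of these tests were adjusted over 11 lists. DESeq2 1.42.0 and limma on TPM served as alternatives. Figures were drawn with Python 3.11 and matplotlib 3.10.9, colours were read with Pillow 12.0.0, and SciPy 1.17.1 gave Fisher's exact test.

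The comparisons, thresholds, gene lists and the alternatives named here were chosen before the data were examined, unless stated otherwise. The comparisons were IL-33 stimulated against unstimulated and Blimp-1-deficient against Control, each over all its libraries, with no term for the replicate number. For the Blimp-1 experiment the same comparison without Control replicate 2 is given first in the text, as the colours of Fig. 5c-e match Controls 1 and 3. Genes are named where the paper names or draws them, where they belong to a list whose result is given, or where they are among the 5 largest rises and 5 largest falls past the threshold with a mean of at least 5 CPM and every library of one group above every library of the other. The 19 lists hold the genes drawn in Fig. 4a (19), Fig. 4b (18), Fig. 5a (22), Fig. 5c (16), Fig. 5d (6) and Fig. 5e (10), the type 1 genes named in the text (9), cytokines and chemokines (119), interferon-stimulated genes (63), genes of ILC1 and NK cells (20), ILC3s (11) and ILC2s (20), the cell cycle (34), T cells (13), B cells (9), myeloid cells (15), mast cells and basophils (9), epithelial or stromal cells (14), and sex (5). Another 7 lists were assembled once the values had been seen, for neurons and glia (16), liver (10), testis (10), muscle or heart (10), kidney (8), pancreas or gut (10), and X-linked genes that escape inactivation (6). The 200 genes with the largest rise and the 200 with the largest fall after IL-33 were tested as lists in the Blimp-1 experiment. Coordinates and shared stretches of 75 bases come from the GENCODE annotation of GRCm38.

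The alternatives were DESeq2, DESeq2's size factors in edgeR (RLE), library size alone, no filter on low counts, a mean count of at least 50, limma on log2(TPM + 1) and log2(TPM + 0.1) over genes with a mean TPM of at least 1, the replicate number as a block, and leaving out each library in turn. For the paper's thresholds they also included DESeq2 with each Control left out, DESeq2 with shrunken fold changes, and an adjusted p. For the lists taken from the stimulation they included the top 100 and top 500 genes. A pair of alternatives, voom with sample weights and DESeq2 with shrunken fold changes without Control replicate 2, was added after seeing the data.

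Depth ranged from 10470125 to 32849428 counts per library in the stimulation experiment and from 13570188 to 76448945 in the Blimp-1 experiment. The comparison was tested on simulated data with 200 changed genes per experiment, drawn with the dispersion of the libraries. The changed genes were taken from those above a limit on CPM. Simulated libraries shared the same dispersion for each gene. None was made to lie apart, as IL-33 stimulated replicate 3 and Control replicate 2 did. The rates given next may thus not hold for data with such libraries. At an adjusted p below 0.05, edgeR recovered 138 of them in the stimulation design and 140 in the Blimp-1 design, with 4.83% and 0.709% of its calls false. At 0.25 of the dispersion it recovered 91% and 96.5%, with 4.71% and 8.96% false. DESeq2 recovered 82% and 90.5% at full dispersion, with 31.1% and 26.7% of its calls false. Voom with sample weights recovered 63% and 62.5%, with 3.82% and 1.57% false. Single genes of 3 against 3 libraries were given no permutation test, as its smallest share is 0.1.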

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

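Tests of RNA from other cell types, from another tissue, from the Blimp-1 experiment and of carry-over in the libraries that lay apart, of RNA without a poly(A) tail (apart from histone genes in IL-33 stimulated replicate 3), and of Gm35028 were chosen after the result was seen. Each group of 4 libraries was searched with Dixon's rule for a library apart from the other 3. This picked out 13 of 91 results, or 14.3%, where chance gives 5%, and 8 of the 13 fall in IL-33 stimulated replicate 3. CPM of genes of neurons and glia, histones, Rn7sk and mt-Rnr1, and those behind the limits of 0.5, 1 and 20 CPM, are counts scaled to 1e+06 counts outside the 7 loci.

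IL-33 stimulated replicate 3 lay far from the other stimulated libraries. Its total was 10470125 counts (30831163 to 32849428 in the others), its share on the 7 loci 4.12% (0.258% to 0.314%) and its share on mitochondrial genes 1.71% (1.29% to 1.35%). In CPM it had 9.85 of Osmr (6.77 to 7.20 in the others), 1.87 of Cxcr3 (0.460 to 0.616), 4.33 of Lifr (1.20 to 1.38), 7.49 of Il13ra1 (1.75 to 2.56) and 58.2 of Tnfrsf25 (124 to 131). In a signal the paper does not report, the median of 16 genes of neurons and glia was 243.5 CPM, while the median of their highest values in the other libraries was 8.95 CPM. The tables argue against several technical explanations. The SD of the log2 ratio to the other libraries was 0.649 over all genes and 0.641 with the 7 loci left out (0.147 to 0.299 between the others). Another library thinned to its depth gave at most 0.295, and a fit on gene length left 0.605. Of 290 genes seen in this library alone, 76.2% were below 0.5 CPM in the Blimp-1 experiment apart from Control replicate 2, which argues against RNA from that experiment as the source. Several explanations stay open, and RNA from another tissue is a candidate explanation. Of the 16 genes of neurons and glia, 14 were at least 5-fold and 16 were above every other library, with Camk2a at 677 and Snap25 at 554 CPM. Mbp had 521 CPM but was less than 5-fold above, with 59.8 to 175 CPM in the other stimulation libraries. Of the 16 genes, 9 had at least 20 CPM here and were below 1 CPM in the Blimp-1 experiment apart from Control replicate 2. Of the other lists, 6 of 10 genes of muscle or heart, 1 of 8 of kidney and 0 of 10 each of liver, testis and pancreas or gut were at least 5-fold above. RNA from other cell types is not excluded. Of 5 lists of immune, epithelial or stromal cells, 0 had both their most abundant genes above every other stimulated library, and Chil3 at 156.05 and Lyz2 at 66.9 CPM lay within the range of the others. The mean log2 CPM of the myeloid list, however, was 1.90 against at most 0.89 in the others, and Col1a1 had 218.5 CPM (56.5 to 68.9). RNA without a poly(A) tail is not excluded either, since its values go both ways. Histone genes, whose RNA lacks such a tail, had a median ratio of 0.546 to the highest other library, while Rn7sk had 15622 CPM (158.7 to 225.2 in the other stimulated libraries) and the ribosomal locus CT010467.1 held 3.01% of the counts (0.169% to 0.214%). The mitochondrial mt-Rnr1 had 2246 CPM (294 to 306). The design names no brain tissue and no biological explanation was tested.

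The same genes were present at a low level in the other 7 stimulation libraries. Over these 9 genes the median ratio to IL-33 stimulated replicate 3 was 0.999% to 2.903%, and the largest ratio divided by the smallest had a median of 2.14 over the libraries (8.74 in unstimulated replicate 3). A near-constant ratio is what carry-over of RNA or reads between libraries would give. Carry-over from IL-33 stimulated replicate 3 at these ratios would also bring its other transcripts. That library had 35541 counts of Il9, but unstimulated replicates 1 to 4 had 2, 0, 0 and 0. It had 316 CPM of Xist, against 0.0333 and 0.0651 CPM in unstimulated and IL-33 stimulated replicates 4. These values argue against carry-over of that library as a whole into these 5 libraries. For IL-33 stimulated replicates 1 and 2 it stays open. No biological explanation was tested.

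In other libraries, Cxcl2 had 375.3 CPM in IL-33 stimulated replicate 4 (245 to 251 in the others) and Epcam 3.55 CPM in IL-33 stimulated replicate 1 (2.27 to 2.36). Il9 had 0.0694 CPM in unstimulated replicate 1, Il31 0.0425 CPM in unstimulated replicate 3 and Csn1s1 0.126 CPM in unstimulated replicate 4, each with 0 in the other unstimulated libraries. These 3 values rest on no more than 4 counts. Neither a technical nor a biological explanation was tested for these, and their number is near what chance gives.

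In Control replicate 2, a library that the colours of Fig. 5c-e leave out, 76.8% of the counts fell on 7 loci. Without these loci the SD of the log2 ratio to the other Controls was 0.624 (0.206 between the other Controls), so the loci alone do not account for its distance. Another Control thinned to its depth gave 0.247, and a fit on gene length left 0.579. Genes of another tissue argue against such a source, with 2 of 16 genes of neurons and glia and 2 of 10 of muscle or heart at least 5-fold above every other library, and 0 to 1 in the other lists. A pair of explanations stays open. All 53 histone genes tested were above every other library of the experiment, with a median ratio of 28.5, and Rn7sk had 2614 CPM (24.6 to 141.1 in the others), so priming of RNA without a poly(A) tail is a candidate explanation. Of 5 lists of other cell types, 1 had both its most abundant genes above the other Controls, epithelial or stromal cells, with Col1a1 at 1987 CPM (49.0 and 126.5 in the other Controls) and Col1a2 at 1223 CPM. RNA from such cells may thus contribute. No biological explanation was tested.

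Interferon-stimulated genes, which the paper does not discuss as a group, were higher in Blimp-1-deficient ILC2s. Without Control replicate 2, 60 of 60 tested had a log2 fold change above 0, with a median of 1.03, and 42 were past an adjusted p of 0.05 (55 when adjusted over the list alone). Over all 6 libraries, 58 of 59 were above 0 with a median of 0.99, and 4 were past the threshold (47 when adjusted over the list alone). The study drew Cxcl9, Cxcl10 and Usp18, 3 of the 63 listed, on these libraries. Camera gave an unadjusted p of 1.27e-30 with all 6 libraries and of 4.04e-18 without Control replicate 2, so that library is not the cause, and the adjusted p of fry were 0.0116 and 0.0431. The real split alone, 1 of the 10 splits of the 6 libraries, gave a camera p as small, a share that cannot be below 0.1, but 8 of the 9 other splits also gave a camera p below 0.05. Loss of Blimp-1 may raise these genes directly or through secreted factors, which was not tested. A difference between litters or in the cells sorted also stays open.

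Gm35028, a gene the paper does not name, had the largest log2 rise in Blimp-1-deficient ILC2s, 8.22 over all 6 libraries (standard error 0.58, adjusted p = 0.00856). It had 2574, 1778 and 1854 counts in the Blimp-1-deficient libraries and 2, 0 and 13 in Control replicates 1, 2 and 3. Reads shared with another gene are argued against, as 0% of its 75-base stretches occur in another gene. It starts 12853 bases downstream of the 3′ end of Prdm1 on the same strand. Transcription that runs past the end of the floxed gene cannot be told apart from a transcript of its own, because counts per gene do not show where the reads lie. The next gene, Atg5, 72886 bases from Prdm1, had a log2 fold change of -0.07 with Controls 1 and 3 and of 0.02 with all 6 libraries. A biological effect of Blimp-1 on Gm35028 stays open.

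Without Control replicate 2, 22 of the 81 genes tested within 10 Mb of Prdm1 were past an adjusted p of 0.05, or 27.2%, against 14.0% of genes elsewhere (Fisher's exact test, two-sided, p = 0.00191). Over all 6 libraries 3 of 77 were, or 3.90%, against 0.747% elsewhere (Fisher's exact test, p = 0.0209). As genes in a stretch are not independent, stretches of as many genes elsewhere in the genome were also counted, and 1.17% and 2.84% of them held as many. Variants of another strain carried along with the floxed allele are a candidate explanation. Regulation of neighbouring genes by Blimp-1 or by its locus stays open and was not tested.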

How the results depend on the processing

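Voom with sample weights and DESeq2 with shrunken fold changes without Control replicate 2 were chosen after seeing the data. Where no cause is named, the cause was not tested.

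In the stimulation, 2508 genes were higher and 2484 lower. RLE size factors, a mean count of at least 50, DESeq2, library size alone, no filter and the replicate block left both counts within 1.5-fold of these. Limma on log2(TPM + 1) and on log2(TPM + 0.1) gave 1032 and 1027 higher and 4655 and 4546 lower, with median log2 fold changes of all genes of -0.25 and -0.29. Voom, which gave IL-33 stimulated replicate 3 a weight of 0.0754, gave 4556 higher and 4877 lower. Leaving out 1 library gave 1852 to 4328 higher and 1820 to 4666 lower, the lowest without unstimulated replicate 3 and the highest without IL-33 stimulated replicate 3, and the latter included all 4992 genes found with all libraries. All 19 factors of Fig. 4a were higher under every alternative that tested them. The number of receptors of Fig. 4b that were higher, 2, became 5 with DESeq2, 1 with no filter, 1 and 1 with limma on TPM + 1 and + 0.1, 4 with voom and 1 to 4 when 1 library was left out, the lowest without IL-33 stimulated replicate 4 and the highest without replicate 3. The number that were lower, 5, stayed within 1.5-fold under the alternatives run. For each of these 5 results, 1 of 35 splits of the 8 libraries, the real one, gave a result as large.

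The replicate number was used as a block only as a check, and whether libraries of the same number share an origin stays open. The labels of the stimulation number the mice 1 to 4 in both groups and the Methods describe cells of each sample cultured with or without IL-33, which points to shared mice, but the Blimp-1 experiment repeats its mouse numbers across genotypes, where they cannot be the same animals. In the stimulation, Xist set both libraries numbered 4 apart, with 1 and 2 counts against 3175 to 26134 in the other 6. Across genes, the paired numbers 1 to 4 of the stimulation gave r = -0.12, 0.26, 0.43 and 0.23 (other pairs -0.43 to 0.29), and r = -0.09, 0.15 and 0.02 for 1, 2 and 4 without the libraries numbered 3, and those of the Blimp-1 experiment r = -0.05, -0.13 and 0.10. With the block, 1802 genes were higher and 1898 lower, and 1 named gene changed its call in the stimulation: Csf2rb became higher (log2 fold change 0.84, adjusted p = 0.0139). Splits of the libraries were fitted without the block. Among the 8 splits that part every pair of equal numbers, the real one alone gave genes past the threshold. Each of the others gave 0 higher genes. These splits therefore do not test the fit with the block. Fewer degrees of freedom remain with it, and in the Blimp-1 experiment 0 genes were higher and 0 lower at an adjusted p below 0.05, 0 of Fig. 5c were higher and 0 of Fig. 5e lower, while 1380 genes had an unadjusted p below 0.05. With this block, the direction of 3 log2 fold changes reversed, to -0.10 for Lifr in the stimulation and, in the Blimp-1 knockout: Il5 to 0.0410 and Cx3cl1 to 0.22.

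In the Blimp-1 experiment at an unadjusted p below 0.01 and a log2 fold change of 1, 250 genes were higher and 107 lower. Higher genes were 124 and 30 with limma on log2(TPM + 1) and log2(TPM + 0.1), 629 with voom, 834 with DESeq2 without Control replicate 2 and 7 at an adjusted p below 0.01. They were 144 to 764 when 1 library was left out, the lowest without Blimp-1-deficient replicate 1 and the highest without Control replicate 2. Lower genes were 449 with DESeq2, 11 and 5 with limma, 190 with voom, 721, 161 and 695 with DESeq2 without Control replicate 1, 2 and 3, and 2 at an adjusted p below 0.01.

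At a log2 fold change of 2, 73 were higher and 36 lower. Higher genes were 235 with library size alone, 47 with a mean count of at least 50, 33 and 30 with limma on TPM + 1 and + 0.1, 195 with voom, 357 with DESeq2 without Control replicate 2, 15 with shrunken fold changes, 36 with these and without Control replicate 2, and 5 at an adjusted p below 0.01. Leaving out 1 library gave 45 to 308, the lowest without Blimp-1-deficient replicate 1 and the highest without Control replicate 2. Lower genes were 358 with DESeq2, 116 with library size alone, 60 with no filter, 1 and 5 with limma, 55 with voom, 623 and 613 with DESeq2 without Control replicate 1 and 3, 10 with shrunken fold changes, 9 with these and without Control replicate 2, and 2 at an adjusted p below 0.01. Leaving out 1 library gave 33 to 63, the lowest without Blimp-1-deficient replicate 3 and the highest without Control replicate 3. Shrinkage pulls fold changes toward 0 by its construction, and a filter on mean counts tests fewer genes.

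At an adjusted p below 0.05, 78 were higher and 53 lower. DESeq2 gave 545 higher and 534 lower, a mean count of at least 50 gave 149 and 107, limma 1 and 1 higher and 1 and 0 lower on TPM + 1 and + 0.1, and voom, with a weight of 0.210 for Control replicate 2, 1295 and 926. Leaving out 1 library gave 0 to 1483 higher and 0 to 1027 lower. The highest came without Control replicate 2, and 0 higher and 0 lower without Blimp-1-deficient replicate 1 or 3, where 1172 and 1173 genes had an unadjusted p below 0.05.

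Of Fig. 5c, 3 genes were higher, and 11 with DESeq2, 7 with library size alone, 5 with a mean count of at least 50, 0 and 0 with limma on TPM, 16 with voom and 0 to 16 when 1 library was left out. Of Fig. 5d, 0 changed, and 1 with DESeq2, 2 with voom and 0 to 2 when 1 library was left out. Of Fig. 5e, 6 were lower, and 10 with DESeq2, 1 with library size alone, 0 and 0 with limma on TPM, 10 with voom and 0 to 10 when 1 library was left out. In each of the 3 panels the highest number came without Control replicate 2 (16, 2 and 10) and the lowest without Blimp-1-deficient replicate 1 (0, 0 and 0).

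The cytokine, interferon-stimulated and IL-33-induced lists were higher as sets, past a camera p of 0.05, under every alternative that tested them. The IL-33-repressed list had a camera p of 0.687 and reversed with library size alone (0.805), the top 100 genes (0.629) and without Control replicate 1 (0.695). It ranged from 0.0973 to 0.994 when 1 library was left out, the lowest without Control replicate 2, and the top 500 genes gave 0.314, or 0.0226 without Control replicate 2, where they were higher. Of the 10 splits of the 6 libraries, the real one alone, 1 of 10, gave as many genes in each count of the Blimp-1 experiment and in Fig. 5c and 5e, and as small a p for the first 3 lists. A camera p below 0.05 separates little, however, since 7 of the 9 other splits gave one for the cytokine list, 8 for the interferon-stimulated list (as small as 9.40e-16) and 6 for the IL-33-induced list. For Fig. 5d 10 of 10 and for the IL-33-repressed list 8 of 10 gave a result as large. Since 10 splits allow no share below 0.1, this cannot tell the counts of this experiment from those of a random grouping.

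Limma on TPM in the Blimp-1 experiment placed the median log2 fold change of all genes at 1.28 (TPM + 1) and 1.69 (TPM + 0.1), since most TPM of Control replicate 2 lie on 7 loci, which raises the log2 fold changes of all genes. On TPM + 1 and + 0.1 the log2 fold changes that reversed were 0.72 and 0.89 for Dhx40, 1.22 and 1.76 for Cx3cl1, 1.83 and 1.83 for Il5, 1.44 and 1.46 for Gata3, 1.40 and 1.42 for Il1rl1, 0.92 and 0.96 for Klrg1, 0.32 and 0.34 for Arg1, and 0.69 and 0.85 for Alox5. For the type 2 cytokine of the knockout: Il13 they were 1.67 and 1.68. For genes of Fig. 5e in the knockout: Slc2a3 had 0.00964 and 0.26, and in the knockout: Csf2rb had 0.0513 and 0.0872. On TPM + 0.1 alone they were 0.25 for Aldh3a1, 0.14 for P2ry2, 0.17 for Ctla4 and 0.0042 for Ccr3. Above the median of all genes lay Il5, Il13, Gata3 and Il1rl1 on TPM + 1 and Cx3cl1 and Il5 on TPM + 0.1, and the others lay below it. Library size alone, which placed the median at 0.45, gave 0.65 for Cx3cl1, 0.24 for Il5, 0.15 for Il13 and 0.25 for Gata3. It also reversed the IL-33 receptor in the knockout: Il1rl1 with 0.0769, and a receptor in the stimulation: Lifr with -0.0866.

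Voom gave 1.14 for Cx3cl1 and, in the stimulation, -0.60 for Lifr, and it reversed a gene of Fig. 5d in the knockout: Il4 with -0.0288. DESeq2 with shrunken fold changes without Control replicate 2 gave 1.03 for Cx3cl1 and -0.0280 for Il4. When 1 library was left out of the stimulation: Lifr ranged from -0.57 to 0.31, Il13ra1 from -0.73 to 0.21 and Csf2ra from -0.28 to 0.0275, where Lifr and Il13ra1 were lowest without IL-33 stimulated replicate 3. In the Blimp-1 experiment Cx3cl1 ranged from -1.28 to 1.23, Il4 from -0.0333 to 0.0967, Il5 from -0.33 to 0.17 and Il13 from -0.40 to 0.0048. The value of Cx3cl1 was 1.23 and that of Il4 -0.0182 without Control replicate 2. Of the 54 named genes of the Blimp-1 experiment, DESeq2 moved 20 past the threshold and the comparison without Control replicate 2 moved 27 past it. Leaving out Blimp-1-deficient replicate 1 took 22 from it, and RLE size factors and no filter moved 0.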

Differences from the paper's values

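The comparison with -log10 p in Fig. 5a was added after the values of DESeq2 had been seen. From edgeR over all 6 libraries, 73 genes were higher and 36 lower at the threshold of the text, and the paper's values are 369 and 89. Of the alternatives set before the data were examined, edgeR without Control replicate 2 (308) and DESeq2 without Control replicate 2 (357) came within 1.5-fold of the paper's number of higher genes, and library size alone (116), no filter (60) and edgeR without Control replicate 3 (63) within 1.5-fold of its number of lower genes. The others did not, and no single alternative did so for both. At the threshold of the Fig. 5a legend, 250 were higher and 107 lower with edgeR over all 6 libraries, which did not differ from the paper's numbers by more than 1.5-fold. At that threshold, DESeq2 with shrunken fold changes without Control replicate 2, chosen after seeing the values among several combinations, gave 371 and 88.

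Log2 fold changes read by eye from Fig. 5a differed from those of edgeR over all 6 libraries for 6 genes. Tnf is about 2.0 in the paper's Fig. 5a and was 2.17 here, and library size alone (2.60), limma on TPM + 1 (3.64) and + 0.1 (3.94) and DESeq2 with shrunken fold changes (2.08) were within their larger error of the paper's value. Lif is about 2.9 in the paper's figure and was 3.18 here, and library size alone (3.64), limma (4.84 and 4.96), edgeR without Control replicate 3 (3.09) and DESeq2 with shrunken fold changes (3.00) were within the error. Cd34 is about 3.3 in the paper's figure and was 3.83 here, and library size alone (4.16) and limma on TPM + 1 (4.70) were within the error. Gm8276 is about 3.7 in the paper's figure and was 1.73 here, and library size alone (3.13), limma (3.54 and 4.42) and the replicate block (2.98) were within the error. Prdm1 is about -2.4 in the paper's figure and was -2.68 here, and library size alone (-2.12), limma (-0.98 and -0.92) and DESeq2 with shrunken fold changes (-2.51) were within the error. Brinp3 is about 3.1 in the paper's figure and was 4.97 here as a fitted value, which depends on the prior count because its Controls had no more than 3 counts. For Brinp3, DESeq2 (3.67), DESeq2 without Control replicate 1 (2.896) or 3 (2.94), and edgeR without Control replicate 1 (4.18) or 3 (3.71) or Blimp-1-deficient replicate 1 (4.79), 2 (4.60) or 3 (4.48) were within the error. The other alternatives set before the data were examined did not close these gaps. DESeq2 with shrunken fold changes without Control replicate 2, chosen after seeing the values, was within the error for all 6, with 2.04, 2.94, 3.29, 3.69, -2.46 and 3.06.

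On the axis of -log10 p, Ctse is about 200 in the paper's Fig. 5a and was 6.21 here with edgeR, and Tnf is about 190 in the paper's figure and was 6.12 here. DESeq2 without Control replicate 2 gave 203 for Ctse and 175 for Tnf, and the same with shrunken fold changes, chosen after seeing the values, 205 and 176. DESeq2 with all 6 libraries gave 65.1 and 59.8, and the other alternatives set before the data were examined did not close the gap.

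The paper draws the genes of Fig. 5c as higher and those of Fig. 5e as lower, and over all 6 libraries 3 of 16 and 6 of 10 were past an adjusted p of 0.05. Without Control replicate 2, and with voom, chosen after seeing the values, all 16 and all 10 were, and DESeq2 over all 6 libraries called 11 and 10. The paper names Il9 as higher, and its adjusted p was 0.223 over all 6 libraries and 0.00568 without Control replicate 2. It was below 0.05 in 4 of 16 alternatives, that one, DESeq2 and, chosen after seeing the values, voom and DESeq2 with shrunken fold changes without Control replicate 2 (1.08e-05), and it reached 0.705 in another. Arg1 and Ccr3, which the paper names as lower, had adjusted p of 0.194 and 0.142 over all 6 libraries, and 0.00839 and 0.00331 without Control replicate 2. The paper draws the genes of Fig. 5d as unchanged, and Klrg1 and Il1rl1 were lower without Control replicate 2, with log2 fold changes of -1.01 and -0.42.

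Fig. 4b draws its receptors against the naïve and stimulated columns in an arrangement other than the TPM. Across the cells of the 18 genes, the colours correlated with the z-scores of log2(TPM + 1) of the labelled libraries at r = 0.387, and in Fig. 4a at r = 0.992. Without the logarithm the correlations were r = 0.387 and 0.963. The paper draws Cx3cl1 in Fig. 5c as higher, and its log2 fold change was -0.76 over all 6 libraries and 1.23 without Control replicate 2.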

Other observations

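The tests on Prdm1 after IL-33, apart from shared reads, and those on Fig. 4b and on the X chromosome were chosen after the result was seen. Prdm1 was not higher after 24 h of IL-33. It had 88.9, 70.3, 64.5 and 95.9 CPM in unstimulated replicates 1 to 4 and 71.4, 76.9, 34.5 and 53.5 CPM in IL-33 stimulated replicates 1 to 4, a log2 fold change of -0.43 (standard error 0.25, adjusted p = 0.213). Over 17 alternatives it lay between -0.81 and -0.10, with adjusted p from 0.0491 to 0.534, and 2 of them, limma on TPM, were past 0.05. Without IL-33 stimulated replicate 3 it was -0.25, and the highest value under RLE size factors and library size alone was -0.42, so neither that library nor the normalization accounts for a hidden rise. The stimulation had worked in these libraries, as 19 of 19 factors of Fig. 4a were higher. None of the 75-base stretches of Prdm1 (0%) occur in another gene. A transcript level at 24 h is open to biological explanations in timing, which were not tested. The paper reports Blimp-1 in most stimulated ILC2s by 24 h, read as YFP in reporter animals. YFP is not the Blimp-1 protein, so regulation of that protein would not by itself account for the difference. Whether YFP follows the Prdm1 transcript in these cells was not tested either. If the unstimulated cells were not cultured, the comparison of Prdm1 also includes 24 h of culture.

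Genes that IL-33 induced in the stimulation were higher in Blimp-1-deficient ILC2s, in a test set to ask whether Blimp-1 restrains them. Of the 200 with the largest rise, 55 were below 0 over all 6 libraries with a median of all 200 of 0.56, and 53 with a median of 0.47 without Control replicate 2. Camera gave an unadjusted p of 1.59e-10 and of 8.90e-07, and fry of 0.0169 and 0.00171. The top 100 genes gave 2.25e-09 and 1.15e-05 and the top 500 gave 0.000203 and 0.0409 under camera. The 200 with the largest fall after IL-33 gave 0.687 and 0.0973, and the top 500 of these 0.314 and 0.0226. Without Control replicate 2, 323 of these 500 repressed genes were above 0 with a median of 0.17, against 298 of the 500 induced genes with a median of 0.13, so at 500 genes the rise was not particular to induced genes. The rise of the 200 most induced genes is what the hypothesis that Blimp-1 restrains them predicts, but 6 of the 9 other splits of the 6 libraries also gave a camera p below 0.05, and stronger activation of the Blimp-1-deficient cells for another reason stays open and was not tested. The 2 experiments share no libraries.

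ILC2 identity genes were not lower as a set in Blimp-1-deficient ILC2s, with a camera p of 0.926 over all 6 libraries (adjusted p = 0.885 without Control replicate 2). Single genes of this list moved both ways without Control replicate 2, where 4 of 19 were higher and 5 lower at an adjusted p below 0.05. Over all 6 libraries 0 were higher and 0 lower. A test of the set cannot show such opposite changes. The adjusted p of camera, over all 6 libraries and without Control replicate 2, were 0.592 and 0.895 for ILC1 and NK cells, 0.612 and 0.885 for T cells, 0.926 and 0.885 for B cells and 0.592 and 0.885 for mast cells and basophils. They were 4.20e-07 and 4.79e-05 for ILC3s, where 10 of 10 genes tested were above 0, among them Lif, which the study drew on these libraries. The epithelial or stromal list gave 0.00986 and 0.00478 (fry 0.0116 and 0.00245) and was higher. The myeloid list gave 0.0354 and 0.00478 under camera but 0.304 and 0.160 under fry. Of its genes 5 were above 0 and 9 below over all 6 libraries, with a median log2 fold change of -0.06, and 10 above and 4 below without Control replicate 2, with a median of 0.65. The cell cycle list gave 0.00168 and 0.885, a call that changed with Control replicate 2. RNA from other immune cells was tested as an explanation for the higher type 1 genes, and of 3 lists (T cells, myeloid, ILC1 and NK cells) 0 had both their most abundant genes above Control replicates 1 and 3 in every Blimp-1-deficient library. Of the most abundant myeloid genes, Chil3 had 73.1 and 466 CPM in these Controls and 56.3, 223 and 308 CPM in the Blimp-1-deficient libraries. Ctss had 29.6 and 44.4 CPM and then 71.1, 65.3 and 74.9 CPM, so a smaller share of myeloid RNA stays open. The ILC3 list, which was higher as a set, was left out of that test, so RNA from ILC3s stays open. The epithelial or stromal list was left out as well, and both its most abundant genes were above these Controls in every Blimp-1-deficient library. Col1a1 had 49.0 and 126.5 CPM in these Controls and 140, 171 and 274 CPM in the Blimp-1-deficient libraries. For Col1a2 the values were 31.6 and 81.0 and then 90.7, 116 and 179 CPM. RNA from such cells thus also stays open.

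In the stimulation, the adjusted p of camera for all libraries and without IL-33 stimulated replicate 3 were 1.50e-07 and 9.50e-05 for the cytokine and chemokine list, which was higher with a median log2 fold change of 1.22. Lower were the cell cycle (1.14e-05 and 0.000116), T cells (0.000826 and 0.00801) and mast cells and basophils (0.0461 and 0.144, with 2 genes tested). The other lists gave 0.377 and 0.441 for interferon-stimulated genes, 0.0950 and 0.304 for ILC1 and NK cells, 0.906 and 0.931 for ILC3s, 0.173 and 0.235 for ILC2s, 0.884 and 0.617 for B cells, 0.891 and 0.617 for myeloid cells, and 0.0804 and 0.132 for epithelial or stromal cells. Several of these calls depend on the test. The adjusted p of fry were 0.0116 and 0.00945 for ILC1 and NK cells and 0.00318 and 0.00340 for epithelial or stromal cells, both lower, and 4.18e-05 and 0.000274 for mast cells and basophils. For ILC3s they were 0.0257 and 0.0113, higher although the median log2 fold changes were -0.50 and -0.22, and for ILC2s 0.958 and 0.0183, the latter lower. Under fry the cytokine and chemokine list (8.55e-06 and 6.79e-05), the cell cycle (0.0262 and 0.000549) and T cells (0.000390 and 0.000112) kept their calls, and interferon-stimulated genes (0.833 and 0.755), B cells (0.648 and 0.168) and myeloid cells (0.858 and 0.499) stayed above 0.05. Among single genes, the largest rises past the named thresholds were those of Il9, Csn1s1 (log2 fold change 9.64), Il24, Peg10 (7.34) and Il13, and the largest falls those of Cpa3 (at least 35.3-fold lower, or 98.2-fold without IL-33 stimulated replicate 3, whose depth sets the limit), Ccr9 (-6.31), Krt80 (-4.95), C5ar2 (-4.61) and Epcam (-4.50). Of the type 1 genes, Tnf rose by 2.89 on the log2 scale after IL-33 (adjusted p = 6.59e-06) and Ifng by 3.51 (adjusted p = 0.00924).

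The paper measured IL-3, GM-CSF and CCL2 in supernatants. Against Controls 1 and 3, the log2 fold changes of Il3, Csf2 and Ccl2 in Blimp-1-deficient ILC2s were 1.89, 1.21 and 0.82 (adjusted p = 0.00430, 0.00286 and 0.00328). Against all 3 Controls they were 2.15, 1.55 and 1.05 (adjusted p = 0.212, 0.196 and 0.200). Over all 6 libraries the largest rises past the named thresholds were those of Gm35028, Cd34 (3.83), Lif (3.18), Usp18 (2.95) and Oas3 (2.87), and the largest falls those of Ctse (-3.94), Prdm1 (-2.68), Ptges (-2.52), Maob (-2.49) and Sema5a (-2.19).

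Of the sex genes, the libraries numbered 4 of the stimulation experiment had 1 and 2 counts of Xist, against 3175 to 26134 in the other 6 libraries of that experiment, and 0 to 10 counts of each of 4 Y-linked genes. Of 6 X-linked genes that escape inactivation, 5 were lowest in both libraries numbered 4, all but Utp14a. This is consistent with a single X chromosome in those cells, and loss of Xist expression in culture stays open. IL-33 stimulated replicate 3 had 83 counts of Ddx3y, 81 of Eif2s3y, 38 of Kdm5d and 38 of Uty beside its Xist counts. Each of these Y-linked genes had 0 to 10 counts in every other library of that experiment. In the Blimp-1 experiment every library had Y-linked counts and 0 to 8 counts of Xist.

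With columns exchanged and signs mirrored, the colours of Fig. 4b correlated with the z-scores of log2(TPM + 1) at r = 0.9966, the highest of 2304 assignments, and with those of TPM at r = 0.984. This is consistent with an exchange in the drawing, and what the authors did was not tested.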
